# Severe head dysgenesis resulting from imbalance between anterior and posterior ontogenetic programs

**DOI:** 10.1038/s41419-019-2040-0

**Published:** 2019-10-24

**Authors:** Emmanuelle Grall, Victor Gourain, Asmaa Naïr, Elisabeth Martin, Marie-Christine Birling, Jean-Noël Freund, Isabelle Duluc

**Keywords:** Disease model, Anatomy

## Abstract

Head dysgenesis is a major cause of fetal demise and craniofacial malformation. Although mutations in genes of the head ontogenetic program have been reported, many cases remain unexplained. Head dysgenesis has also been related to trisomy or amplification of the chromosomal region overlapping the *CDX2* homeobox gene, a master element of the trunk ontogenetic program. Hence, we investigated the repercussion on head morphogenesis of the imbalance between the head and trunk ontogenetic programs, by means of ectopic rostral expression of *CDX2* at gastrulation. This caused severe malformations affecting the forebrain and optic structures, and also the frontonasal process associated with defects in neural crest cells colonization. These malformations are the result of the downregulation of genes of the head program together with the abnormal induction of trunk program genes. Together, these data indicate that the imbalance between the anterior and posterior ontogenetic programs in embryos is a new possible cause of head dysgenesis during human development, linked to defects in setting up anterior neuroectodermal structures.

## Introduction

Head dysgenesis during embryonic development is a major cause of fetal demise occurring in ~1/250 conceptuses^1^. It covers a large spectrum of craniofacial and brain malformations and involves mutations in genes of the anterior ontogenetic program as well as environmental conditions. Yet, a great number of cases still remain unexplained^2^. During embryogenesis, the head is the first body part to form around gastrulation from resident anterior epiblast cells^3,4^. Unlike the head, the trunk is newly built by progressive posterior addition of tissue from the posterior epiblast through the primitive streak to get the three germ layers^5^. The posterior ontogenetic program notably differs from the head program by the involvement of an intricate network of homeobox transcription factor genes including the *caudal*-related *paraHox* genes *Cdx1/2/4*, the POU-homeobox gene *Oct4* and the genes of the four *Hox* clusters^6,7^. *Cdx1/2/4*, whose nested expression is limited rostrally in rhombomere 3, are crucial for maintaining the pool of posterior elongation progenitors, so that *Cdx*-null murine embryos fail developing body structures beyond the occiput^8^. *Oct4* sustains progenitor pluripotency^9^, and *Hox* genes^10^, together with *Cdx1/2*^11,12^, provide the growing posterior tissues their anteroposterior (AP) positional information. *Hox* clusters genes, limited anteriorly in rhombomere 2^13^, exhibit spatial and temporal colinearity^6,7^ under complex regulatory mechanisms involving notably the CDX factors^14,15^.

Among the three *CDX* paralogues, *CDX2*, located on human chromosome 13, is important not only for posterior elongation and patterning at gastrulation but also earlier in the trophectoderm^16,17^ and later in the gut^18,19^. Noteworthy, although *CDX2* is not normally expressed in head progenitors, head dysgenesis has been frequently associated with the trisomy of chromosome 13 (Patau syndrome)^20^ or with partial trisomy of the long arm of this chromosome including the region q12.2 that overlaps the *CDX2* locus^21,22^. The Patau syndrome is a rare and dramatic disease whose prevalence is estimated at 1:12,000 to 1:29,000 in newborns with a median survival time of 6–10 days^23^.

On this basis, the link between the amplification of the locus containing the posterior ontogenetic gene, *CDX2*, and the occurrence of rostral malformations led us to investigate the repercussion on head morphogenesis of disturbing the balance between anterior and posterior developmental programs, by means of ectopically expressing *CDX2* rostrally at gastrulation.

## Results

### Head dysgenesis caused by rostral ectopic expression of CDX2

Mice designed for inducible expression of the human *CDX2* homeobox gene, the *RsCDX2* mice, were generated by inserting into the *Ros26* locus the human *CDX2* cDNA preceded by a loxP-flanked transcriptional stop cassette (Fig. 1A). Ectopic expression of the CDX2 protein rostrally to its anterior limit in rhombomere 3 was achieved using these mice crossed with *Sox2Cre*^*ERT2*^ mice expressing Cre^ERT2^ in the whole epiblast at gastrulation, while the pregnant females received a single injection of Tamoxifen at day 6.5 *post-coitum*. The procedure was validated by demonstrating the rostral expression of Tomato protein in *RosaCAG*^*tdTomato*^*::Sox2Cre*^*ERT2*^ embryos (Fig. 1Ba), mainly at the level of the neuroepithelium, neural crest derived cells and ectoderm, but not in the cephalic mesenchyme (Fig. 1Bb). It was then successfully applied to *RsCDX2::Sox2Cre*^*ERT2*^ embryos to trigger ectopic expression of CDX2 in these tissues, as shown by whole-mount immunohistochemistry and immunostaining on tissue sections (Fig. 1C) and by RTqPCR (Fig. 1D). Although no macroscopic phenotype was displayed in mutants before E9.5, head dysmorphology characterized by a flattened anterior aspect appeared around E10.5, worsened at E12.5, and led to profound deformities at E15.5 (Fig. 1E; Supplementary Figure S1): the frontonasal process was missing leading to exencephaly, eyes were absent or limited to rudimentary structures and the maxillary branch of the first pharyngeal arch failed to merge axially. Half of the mutants also exhibited preaxial forelimb polydactyly (Supplementary Figure S1).

**Fig. 1:**
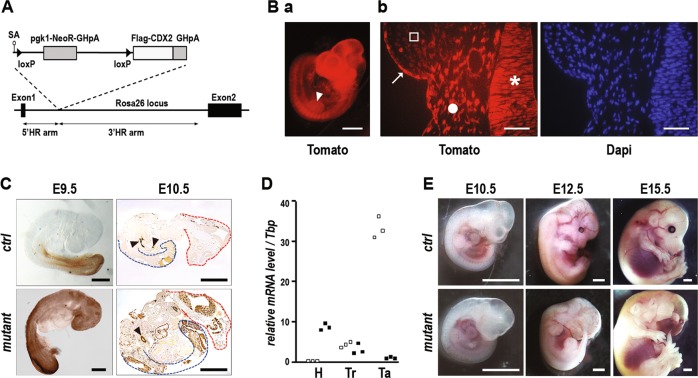
Morphologic alterations caused by rostral ectopic expression of CDX2. **A** The *RsCDX2* allele; SA: Splicing Acceptor site; GHpA: polyadenylation site of the human Growth Hormone gene. **Ba** Tomato fluorescence emitted by E10.5 *RosaCAG*^*tdTomato*^*::Sox2Cre*^*ERT2*^ embryos exposed to Tamoxifen at E6.5. The arrowhead points to the anterior limb bud. Bar: 500 µm. **b** Transversal sections in the telencephalon showing Tomato fluorescence emission at the level of the neuroepithelium (asterisk), neural crest derived cells (closed circle) and ectoderm (arrow) but not in the cephalic mesenchyme (open square). Bars: 50 µm. **C** Immunodetection of the CDX2 protein in whole-mount preparations of E9.5 control (ctrl) and *RsCDX2::Sox2Cre*^*ERT2*^ (mutant) littermates, and in sections of E10.5 control and mutant embryos. Red and blue dotted lines mark head and tail, respectively. Arrowheads show the endogenous Cdx2 in the gut endoderm. Bars: 500 µm. **D** Relative RNA levels by RTqPCR of the transcripts for endogenous *Cdx2* (open squares) and for the *CDX2* transgene (black squares) in the head (H), trunk (Tr) and tail (Ta) of 3 mutant embryos at E10.5. **E** Morphology of E10.5, E12.5 and E15.5 control and mutant embryos. Bars: 1 mm

### Rostral ectopic expression of CDX2 perturbs the anterior ontogenetic program and induces elements of the posterior program

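RNA was sequenced from the heads of 6 embryos at E10.5, 3 controls and 3 RsCDX2::Sox2CreERT2 mutants, whose mothers had received 2 mg of Tamoxifen at day 6.5 post-coitum. Sox2CreERT2 is a Cre recombinase expressed in the epiblast and active only in the presence of Tamoxifen. It removes the stop cassette in front of the human CDX2 cDNA at the Rosa26 locus. By the sample labels, controls 1 and 3 carried Sox2CreERT2 alone and control 2 was wild-type. The methods place the section between the maxillary and mandibular parts of pharyngeal arch 1, whereas the labels describe a head that reaches as far as rhombomere 2 and arch 1. Stranded poly(A) libraries were made from 1 µg of RNA and sequenced in paired-end mode with reads of 50 b. The authors aligned the reads with STAR to the GRCm38 mouse genome, to which the human CDX2 gene had been added, and deposited the number of reads that HTSeq counted on each Ensembl gene in union mode, without normalization. In this mode, reads that overlap more than 1 gene are not counted. The reads counted on genes numbered 29365382, 30028648 and 24948019 in controls 1 to 3 and 27229353, 33871280 and 21344311 in mutants 1 to 3. Between 4.79% and 5.38% of the reads of a library were left out as ambiguous and between 7.18% and 8.71% because they fell on no gene. Counts were normalized by edgeR's TMM method and are given on the scale of the mean library. Values are mean ± SD over the 3 embryos of a group. Fold changes are mutant over control, and those of genes with no count in the controls depend on the prior count, the default of edgeR. Symbols and coordinates were taken from the GENCODE vM21 annotation of GRCm38. A test of a single gene on its 6 values alone could not go below p = 0.1 (two-sided exact permutation test of 3 embryos against 3).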

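Of 17272 genes with enough counts to be tested, 118 passed an absolute log2 fold change of 0.4 and an adjusted p of 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with 94 raised and 24 lowered in the mutants. Without adjustment, 2455 genes had p under 0.05. The alternative that moved the count most was the same test without a filter on low counts, which gave 661 genes. DESeq2, the tool of the paper, gave 518 genes, 380 raised and 138 lowered. The labels number the embryos 1 to 3 in each group. With this number as a replicate block, 80 genes passed, 72 raised and 8 lowered, against 118 without the block. Deviations from the group means correlated across genes at -0.0284, 0.152 and -0.0528 in the same-numbered pairs 1 to 3 and at -0.164 to 0.177 in the 6 other pairs of a control and a mutant. All 118 genes past the threshold are listed in Table S1. Of the 532 mouse genes of that table found among the counts, 528 were tested, and each of these changed in the direction given there with an unadjusted p under 0.05. The table was called from these same embryos, so this could hardly have come out otherwise. Agreement with its genes, here and in the lists below, is not independent evidence.

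**Figure D1:**
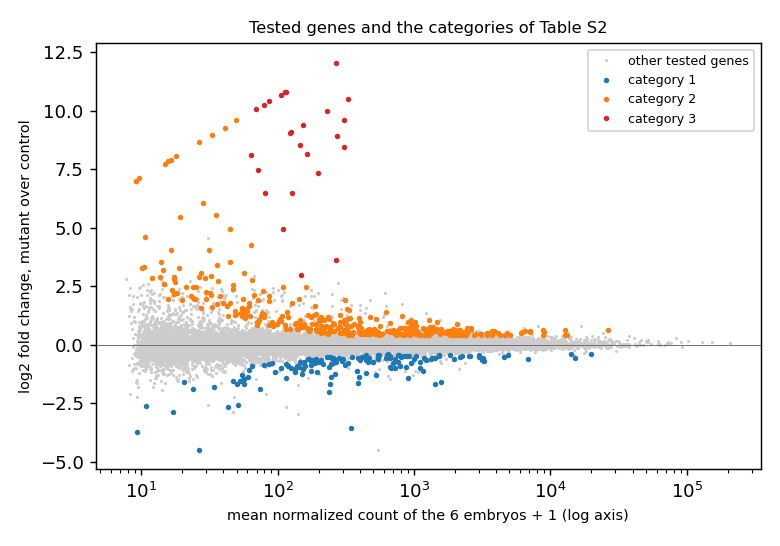
Log2 fold change (mutant over control, vertical axis) against the mean normalized count of the 6 embryos plus 1 (horizontal log axis) for the 17272 tested genes. Each point is a gene. The 25 tested genes of category 3 lie between 2.97 and 12.06.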

Transcriptome analysis of the head of E10.5 control and mutant *RsCDX2::Sox2Cre*^*ERT2*^ littermates identified 532 differentially-expressed genes (Supplementary Table S1) falling into 3 categories by Principal Component Analysis (Fig. 2A, B; Supplementary Table S2 sheet 1). 

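The 143 genes of category 1 in Table S2 were all tested, and each was lowered in the mutants, with log2 fold changes from -4.50 to -0.41 and a median of -0.75. For 142 of them the normalized count of every mutant was below that of every control. The change was under 1 on the log2 scale for 100 of the 143 genes. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 24 passed the threshold, and by DESeq2 137.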

Category 1 corresponded to the 143 genes downregulated in mutants and functional annotation clustering revealed that it organized into 3 clusters respectively associated with the Gene Ontology (GO) terms Axon/Dendrite; Cerebral cortex neuron differentiation/Negative regulation of neuron differentiation; and Sequence-specific DNA binding. Several of the downregulated genes encoding DNA binding factors are crucial for head development like *Otx1* (brain and sensory organ development), *Foxg1*, *Nkx2.1* and *Six3* (telencephalon formation), *Tal2* (midbrain formation), *Six2* (growth of the cranial base), *Ascl1* and *Myb* (neuronal commitment and progenitor proliferation), *Nr2e1* (forebrain and retina stem cell determination), *Six3*, *Six6*, *Eya4*, *Vax1* and *Vsx2* (eye morphogenesis), *Tcf7L2* (radial migration of cortical neurons), *Fezf2* and *Bcl11a* (subcerebral neurons specification), *Helt* (GABAergic neurogenesis), *Rora* (Purkinje cells development), and *Zbtb20* (hippocampal neuronal determination). Thus, the head ontogenetic program is largely perturbed following the rostral induction of *CDX2* expression. 

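All 19 of these genes had a lower normalized count in every mutant than in every control, with log2 fold changes from -4.50 to -0.45. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 5 passed the threshold, Helt, Nkx2-1, Fezf2 and Six3 among them, and the genes that did not pass had an unadjusted p under 0.05 but an adjusted p above it. By DESeq2 all 19 passed. Helt (ENSMUSG00000047171, chromosome 8, 46292039 to 46294671) fell from 49.1 ± 10.3 normalized counts in controls to 2.07 ± 1.75 in mutants (log2 fold change -4.50, standard error 0.44, adjusted p = 0.00578, n = 3 embryos per group, edgeR). For Fezf2 (ENSMUSG00000021743, chromosome 14, 12342094 to 12348189), the counts were 353 ± 42.1 in controls and 135 ± 41.8 in mutants (log2 fold change -1.38, standard error 0.23, adjusted p = 0.0452, edgeR). Vax1 fell from 86.3 ± 26.5 to 13.8 ± 9.72 normalized counts, and its adjusted p was 0.0723 (edgeR). With the replicate block, 3 of the genes passed against 5 without it, and Fezf2 had an adjusted p of 0.113 (edgeR), the deviations of the same-numbered pairs being correlated at -0.0284, 0.152 and -0.0528. After a correction for GC content, Six2 and Vax1 passed as well, with adjusted p = 0.0211 and 0.0235 (edgeR). Otx1 fell by 0.75 on the log2 scale (standard error 0.23, adjusted p = 0.224, edgeR). The smallest change was that of Eya4, which had 633 ± 50.8 normalized counts in controls and 464 ± 15.2 in mutants.

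**Figure D2:**
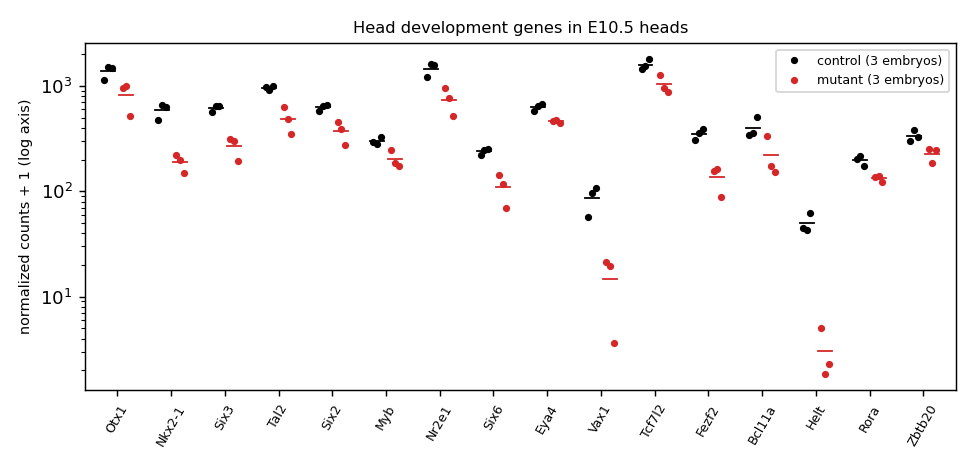
Normalized counts plus 1 (log axis) of 16 head development genes in control (black) and mutant (red) heads. Points are single embryos and bars the mean of 3 embryos. For each gene the 3 mutants lie below the 3 controls.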

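Among genes that the text of the paper does not name, the 5 with the largest fall past the threshold, with every mutant below every control, were Gm3608, Aldh1a1, Gad2, Six3os1 and AW047730. Gm3608 is annotated as a pseudogene, whose reads the counting could have split with other copies, and fell from 629.9 ± 298 to 53.1 ± 7.75 normalized counts (log2 fold change -3.58, standard error 0.34, adjusted p = 0.00498, edgeR). Aldh1a1 encodes an aldehyde dehydrogenase, and its 384 ± 151 normalized counts in controls fell to 93.5 ± 24.4 in mutants (log2 fold change -2.03, standard error 0.33, adjusted p = 0.0443, edgeR). Gad2, which encodes a glutamate decarboxylase of GABAergic neurons, went from 117 ± 24.8 to 30.9 ± 2.90 (log2 fold change -1.90, standard error 0.21, adjusted p = 0.00905, edgeR). Six3os1, transcribed opposite to Six3 on chromosome 17, fell by 1.69 on the log2 scale (adjusted p = 0.0204, edgeR) and AW047730 by 1.69 (adjusted p = 0.0382, edgeR). Reads of Six3 could be among those of Six3os1, since the strand setting of the counting is not stated. With each embryo left out in turn, Gm3608 and Gad2 passed the threshold in all 6 fits, Six3os1 in 4, and Aldh1a1 and AW047730 in 2 each. With the replicate block, Aldh1a1 and Six3os1 had adjusted p = 0.0655 and 0.0671 (edgeR) and no longer passed, with same-numbered pairs correlated at -0.0284, 0.152 and -0.0528.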

Unlike the category 1, the categories 2 and 3 covered the 389 upregulated genes. 

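Of the 389 raised genes, 385 had enough counts to be tested with edgeR. Every one of these had a positive log2 fold change, with a median of 0.77, and 94 passed the threshold by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In 374 of the 389 genes every mutant had a higher normalized count than every control. The numbers past the threshold depended on the GC content of the genes. After correction for it, 71 raised genes passed by edgeR, and by DESeq2 248 in place of 376. Among the 389 genes, 14 were also at least 4 times higher in the wild-type control 2 than in the mean of the other controls.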

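Of the 364 genes that Table S2 places in category 2, 360 were tested. Their log2 fold changes ranged from 0.40 to 9.59 with a median of 0.72, and 234 changed by less than 1 on the log2 scale. The median GC content of their longest transcripts was 55.5%, against 49.7% over all tested genes. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 70 of them passed the threshold, and 47 after correction for GC content. The category holds 9 collagen genes, Col1a1, Col4a5, Col4a6, Col5a1, Col5a3, Col6a2, Col8a1, Col11a2 and Col16a1. All were higher in every mutant than in every control, with log2 fold changes from 0.53 to 1.37. Of these, 1 passed the threshold by edgeR and 8 by DESeq2. By edgeR 0 passed with the replicate block and 0 after correction for GC content, and by DESeq2 5 passed after this correction. The 5 Wnt genes of the category were Wnt1, Wnt2b, Wnt4, Wnt6 and Wnt8a. Each was higher in the 3 mutants than in the 3 controls, and 1 of the 4 that were tested passed the threshold by edgeR.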

Category 2 (364 genes) subdivides into 5 clusters associated with the GO terms Extracellular matrix region; Anterior–posterior patterning/Sequence-specific DNA binding/Regulation of transcription; Collagen; and Wnt signaling. 

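Category 3 of Table S2 comprises 25 genes, of which 17 are protein-coding Hox cluster genes. All had a higher normalized count in every mutant than in every control. Their log2 fold changes were between 2.97 and 12.06, with a median of 9.06, and 24 of them passed the threshold by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Correction for GC content left this number at 24, and DESeq2 called all 25. Among the 8 other genes of the category was Hoxb5os, a transcript antisense to Hoxb5 and Hoxb6 with no count in any control and 535 ± 276 normalized counts in mutants (adjusted p = 0.00753, edgeR). As the strand setting of the counting is not stated, some of its reads could come from the opposite strand.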

Category 3 (25 genes) presents the cluster with the highest enrichment score, related to the GO terms Anterior-posterior patterning/Sequence-specific DNA binding/Regulation of transcription/Embryonic skeletal morphogenesis. To go further into the characterization of the 389 genes upregulated by rostral ectopic expression of *CDX2*, the list of genes of the categories 2 and 3 was compared with two other experimental conditions where the *Cdx* function is altered^14^: the genes downregulated in E8 *Cdx*-null embryos in which the trunk program is arrested, and the genes upregulated in epiblast stem cells cultured with a Wnt agonist plus Fgf8 to recapitulate the onset of the posterior program including *Cdx2* (Fig. 2C, D; Supplementary Table S2 sheet 2). Several genes arose by pairwise comparison while the 3 lists exhibited a set of 11 genes in common. 

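Table S2 lists 36 genes shared with Cdx-null embryos, 47 shared with the treated stem cells and 11 common to all 3 lists. In the heads, the 36 genes of the Cdx-null list had a median log2 fold change of 1.48 and the 47 of the stem cell list of 0.60. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 16 of the former and 13 of the latter passed the threshold. All 11 common genes were higher in every mutant than in every control, and 4 of them passed, namely Hoxb8, Hoxb9, Tmem132c and Dusp4. DESeq2 called all 11. Tmem132c (ENSMUSG00000034324, chromosome 5, 127241808 to 127565793) rose from 3028 ± 145 to 4489 ± 231 normalized counts (log2 fold change 0.57, standard error 0.063, adjusted p = 0.00914, edgeR), and Dusp4 (ENSMUSG00000031530, chromosome 8, 34807297 to 34819894) from 724 ± 50.8 to 1091 ± 87.3 (log2 fold change 0.59, standard error 0.093, adjusted p = 0.0384, edgeR). T, which encodes the mesodermal factor Brachyury, had 13.2 ± 1.99 normalized counts in controls and 39.9 ± 12.1 in mutants (log2 fold change 1.58, standard error 0.29, adjusted p = 0.0668, edgeR). The rises of ENSMUSG00000086841, Arid3b and Mllt3 were 0.51, 0.42 and 0.40 on the log2 scale, close to the fold-change threshold. For ENSMUSG00000096001, a protein-coding gene on chromosome 14, the counts of mutants 1 to 3 were 21.4, 20.0 and 119.6, and its adjusted p was 0.0905 (edgeR). With the replicate block the adjusted p was 0.0149 for this gene, 0.0772 for Dusp4 (edgeR) and 0.0296 in place of 0.0683 for Hoxd9, so that 5 of the common genes passed against 4 without it. Deviations of the same-numbered pairs were correlated at -0.0284, 0.152 and -0.0528.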

Remarkably, the genes identified in the pairwise comparisons as well as the 11 genes in common in the 3 experimental conditions are related to the GO terms Anterior-posterior patterning/DNA binding/Regulation of transcription. This highlights that rostral *CDX2* induction not only perturbs the normal anterior ontogenetic program of the head, but it also turns on elements of the posterior program normally active in the developing trunk.

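Among genes of the Cdx family, Cdx1 (ENSMUSG00000024619, chromosome 18, 61018862 to 61036199) rose from 9.49 ± 2.72 to 61.9 ± 27.4 normalized counts (log2 fold change 2.71, standard error 0.39, adjusted p = 0.0266, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Cdx4 (ENSMUSG00000031326, chromosome X, 103321398 to 103330592) had no count in any control and 43.8, 124 and 348 normalized counts in mutants 1 to 3. Its adjusted p was 0.0790 by edgeR, and 0.0149 with the replicate block (pairs correlated at -0.0284, 0.152 and -0.0528). Cdx2 of the mouse (ENSMUSG00000029646, chromosome 5, 147300805 to 147307270) had 0, 6.43 and 0 normalized counts in controls 1 to 3 and 29.5, 64.3 and 78.8 in mutants 1 to 3 (log2 fold change 4.58, standard error 0.79, adjusted p = 0.0552, edgeR). The human gene was a separate gene of the alignment, and the positions of the reads on the mouse gene are not known. Pou5f1, the gene of Oct4, had at most 1 read in any embryo. From the lowered genes of the head program and the raised genes shared with other conditions of altered Cdx function, the paper concludes that CDX2 disturbs the anterior program and switches on parts of the posterior program.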

**Fig. 2:**
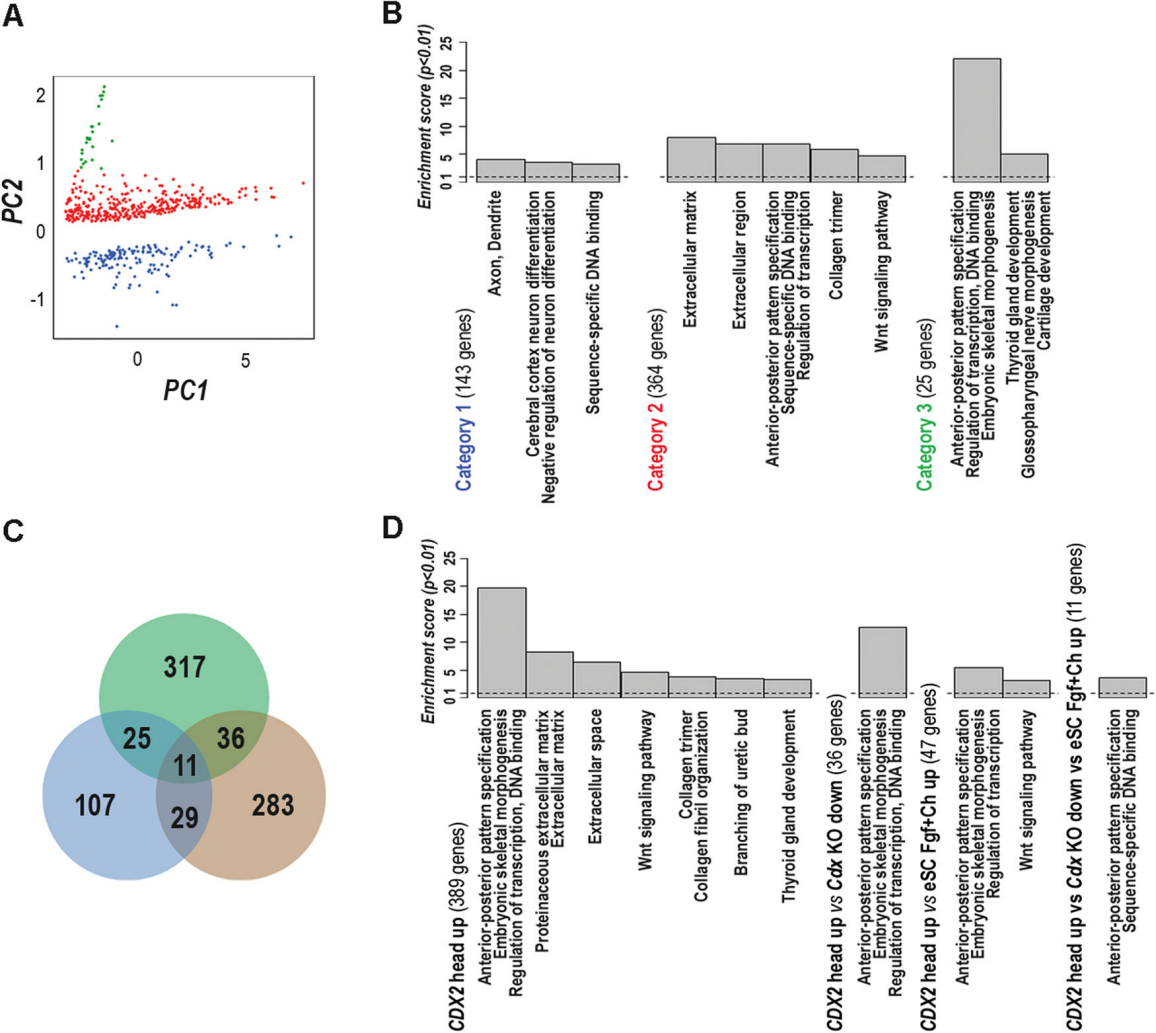
Gene modulation caused by rostral ectopic expression of CDX2. **A** Principal Component Analysis of the 532 differentially expressed genes by rostral ectopic expression of CDX2 in the head of E10.5 embryos (absolute Log2FC > 0.4, adjp < 0.05). **B** Functional Annotation Clustering (Enrichment score > 3; *p* < 0.01) of the 3 gene categories defined by Principal Component Analysis. pvalues were corrected with FDR multiple testing method. **C** Venn representation of the genes upregulated by ectopic expression of CDX2 in the head (green), of those upregulated in embryonic stem cells treated with CHIR99021 plus Fgf8 (brown), and of those downregulated in *Cdx*-null embryos (blue). **D** GO term representation (Enrichment score > 3; *p* < 0.01) for the lists of common genes displayed by the comparative analysis in **D**

### Ectopic CDX2 turns on the expression of all central *Hox* clusters genes

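Table S2 lists 105 transcription regulator genes, 78 raised and 27 lowered in the mutants. In 77 of the raised and all 27 lowered genes, the mutants and controls did not overlap. The 40 that passed the threshold by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment were 33.9% of all genes that passed, and the 104 that passed by DESeq2 were 20.1% of those called by that tool. The median log2 fold change was 1.23 among the raised regulators and -0.87 among the lowered ones.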

Transcription factor genes represent 19.7% (105/532) of the genes deregulated by ectopic expression of *CDX2* (Supplementary Table S2 sheet 3). Their relevance is supported by the significant enrichment in DNA binding sites for 45 of them (42.9%; FDR < 0.02) in the −2000/ + 50-bp promoters of the whole set of deregulated genes (Fig. 3A). These 45 factors fall into 9 groups according to their DNA binding domain. Homeobox genes, known to be crucial in morphogenesis, represent 48 of the 105 deregulated transcription factor genes and correspond to 5 of the 9 groups identified by DNA binding sites enrichment. 

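Of the 48 homeobox genes, counted by their symbols in Table S2, 47 were tested, 39 raised and 8 lowered. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 32 passed the threshold, 29 of them raised and 3 lowered. DESeq2 called 47 of the 48. The counts of the mutants and of the controls did not overlap for any of the 48 genes.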

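The mouse genome holds 39 protein-coding Hox genes in 4 clusters, on chromosome 6 from 52155590 to 52260880 (Hoxa), chromosome 11 from 96194316 to 96368256 (Hoxb), chromosome 15 from 102921103 to 103036852 (Hoxc) and chromosome 2 from 74668310 to 74765142 (Hoxd). Of these, 28 had enough counts to be tested, and 23 were raised past the threshold in mutants by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. They were 6 genes of the Hoxa, 8 of the Hoxb, 5 of the Hoxc and 4 of the Hoxd cluster. All 28 tested genes had a positive log2 fold change. DESeq2 called 28 Hox genes, and the edgeR fit with a replicate block 24 against 23 without it, with same-numbered pairs correlated at -0.0284, 0.152 and -0.0528 and the other pairs at -0.164 to 0.177. The spans of 15 of the 39, introns included, overlap an annotated gene on the same strand. Reads falling on a part that is counted for both genes count for neither in union mode. How much of the overlap lies in exons was not measured.

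**Figure D3:**
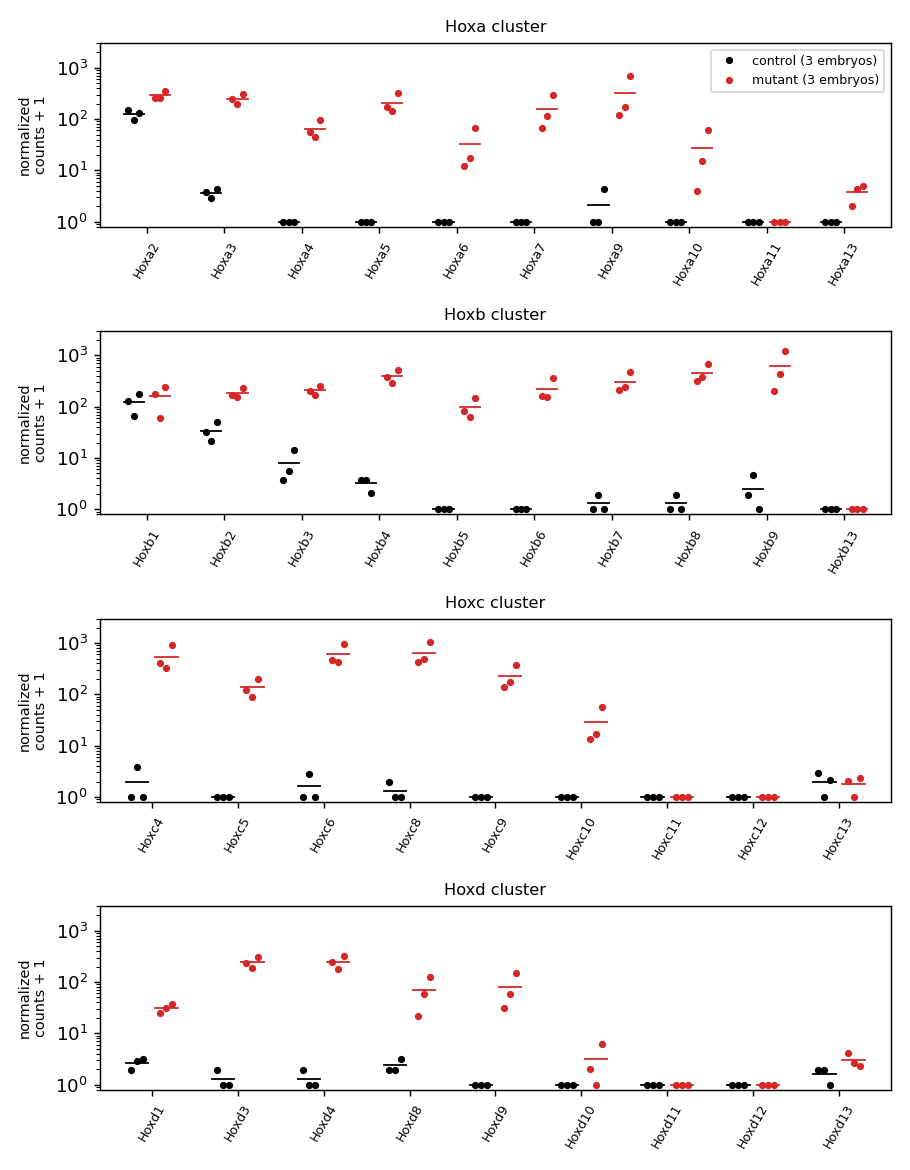
Normalized counts plus 1 (log axes) of 38 Hox cluster genes, by position in each cluster, in control (black) and mutant (red) heads. Points are single embryos and bars the mean of 3 embryos.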

Importantly, these homeobox genes include the majority (24/39) of the genes of the four *Hox* clusters, especially those involved in trunk patterning (Fig. 3B). Indeed, while transcripts of the anterior genes *Hoxa1*, −*a2*, −*b1*, and −*b2* were already present in the head of control embryos, consistent with their normal anterior limit in the hindbrain, all the 17 central cluster genes from position 3 to 9-10, also belonging to the set of 25 genes of the category 3 in the Principal Component Analysis, were unexpressed in the head of control embryos but turned on in the mutants. 

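Of the anterior genes, Hoxa2 had 126 ± 28.6 normalized counts in controls and 289 ± 54.9 in mutants (log2 fold change 1.20, standard error 0.21, adjusted p = 0.0543, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and Hoxb1 123 ± 56.1 and 159 ± 92.9, a difference within the spread of the embryos (log2 fold change 0.36, standard error 0.51, adjusted p = 0.799, edgeR). Hoxb2 rose from 33.3 ± 14.4 to 182 ± 39.9 (log2 fold change 2.46, standard error 0.31, adjusted p = 0.0148, edgeR). The 17 central genes of category 3 received 13, 21 and 19 reads in all in controls 1 to 3 and 4046, 4946 and 6958 in mutants 1 to 3. Between 9 and 13 of the 17 genes had no read in a given control, where 3 reads, the amount set here as a floor, correspond to 2.76 to 3.32 normalized counts. In controls 1 to 3, Hoxb3 had 2.81, 4.59 and 13.3 normalized counts and Hoxa3 2.81, 1.84 and 3.32. In mutants, Hoxb3 reached 209.5 ± 41.9 (adjusted p = 0.00228, edgeR) and Hoxa3 249 ± 55.5 (adjusted p = 3.37e-04, edgeR). All 17 central genes passed the threshold by edgeR, with log2 fold changes from 4.95 to 10.82, and 15 passed by limma voom. Of all 25 Hox genes at positions 3 to 10, 23 were tested with edgeR and 20 passed, against 24 by DESeq2. Hoxa6, Hoxc10 and Hoxd9 did not pass, with adjusted p = 0.139, 0.121 and 0.0683 (edgeR). Hoxa5 (ENSMUSG00000038253, chromosome 6, 52201754 to 52204587) had no read in any control and 169, 141 and 315 normalized counts in mutants 1 to 3 (adjusted p = 0.00791, edgeR). Hoxa9 had 119, 174 and 679 normalized counts in mutants 1 to 3 and Hoxb9 205, 434 and 1198.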

More posterior *Hox* genes at positions 11–13, controlled by *Gdf11* instead of *Cdx* in the trunk-tail transition^24^, remained silent. 

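The 9 Hox genes at positions 11 to 13 received 3, 1 and 1 reads in all in controls 1 to 3 and 5, 6 and 5 in mutants 1 to 3. This was too few for any of them to be tested with edgeR. DESeq2's Wald test gave unadjusted p = 0.0603 for Hoxa13, 0.365 for Hoxd13 and 0.855 for Hoxc13, without an adjusted p. Hoxa11, Hoxb13, Hoxc11, Hoxc12, Hoxd11 and Hoxd12 had no read in any embryo. The highest was Hoxa13, at 1.02, 3.34 and 3.94 normalized counts in mutants 1 to 3, in mutant 3 the amount that 3 reads make in that library. At position 10, Hoxa10 had no read in the controls and 3.06, 14.2 and 60.4 normalized counts in mutants, Hoxc10 had 12.2, 15.9 and 55.2 and Hoxd10 1.02, 0 and 5.26. Gdf11 was at 2376 ± 97.3 in controls and 2647 ± 143 in mutants (log2 fold change 0.16, standard error 0.062, adjusted p = 0.318, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).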

Chromatin immunoprecipitation (ChIP) targeting the Cdx2-binding site previously identified and functionally characterized upstream of the *Hoxa5* gene^15,25^ showed occupancy by the endogenous Cdx2 protein in the trunk but not in the head of control E10.5 embryos, as expected; however, the CDX2 protein was actually bound to this site in the head of *RsCDX2::Sox2Cre*^*ERT2*^ littermates (Fig. 3C), demonstrating the direct interaction of CDX2 with the *Hoxa5* promoter when this gene becomes turned on in the head of mutant embryos. Thus, ectopic expression of *CDX2* is able to switch on central *Hox* genes in the head, similar to what happens during trunk morphogenesis.

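Outside the 39 Hox cluster genes, and among genes that the text of the paper does not name, the 5 with the largest rise past the threshold were Hoxb5os, Hoxaas3, ENSMUSG00000056468, D930007P13Rik and Haglr. Hoxaas3 and ENSMUSG00000056468 lie within the Hoxa cluster and Haglr within the Hoxd cluster, while D930007P13Rik lies from 103123070 to 103146828 on chromosome 15, outside the Hoxc cluster on the side of Hoxc4. Hoxaas3, antisense to part of the Hoxa cluster, had 0, 0.919 and 1.11 normalized counts in controls 1 to 3 and 289.9 ± 109 in mutants (log2 fold change 8.53, standard error 0.52, adjusted p = 6.54e-04, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Haglr rose from 1.55 ± 1.43 to 158 ± 41.7 (log2 fold change 6.49, standard error 0.46, adjusted p = 9.64e-04, edgeR) and D930007P13Rik from 0.675 ± 0.592 to 139.8 ± 46.1 (log2 fold change 7.48, standard error 0.52, adjusted p = 8.60e-04, edgeR). For ENSMUSG00000056468, the log2 fold change was 8.11 (standard error 0.56, adjusted p = 8.60e-04, edgeR). All 5 passed in each of the 6 fits that left out an embryo. The strand setting of the read counting is not stated in the methods. Counts of transcripts opposite to Hox genes could therefore hold reads of those genes.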

**Fig. 3:**
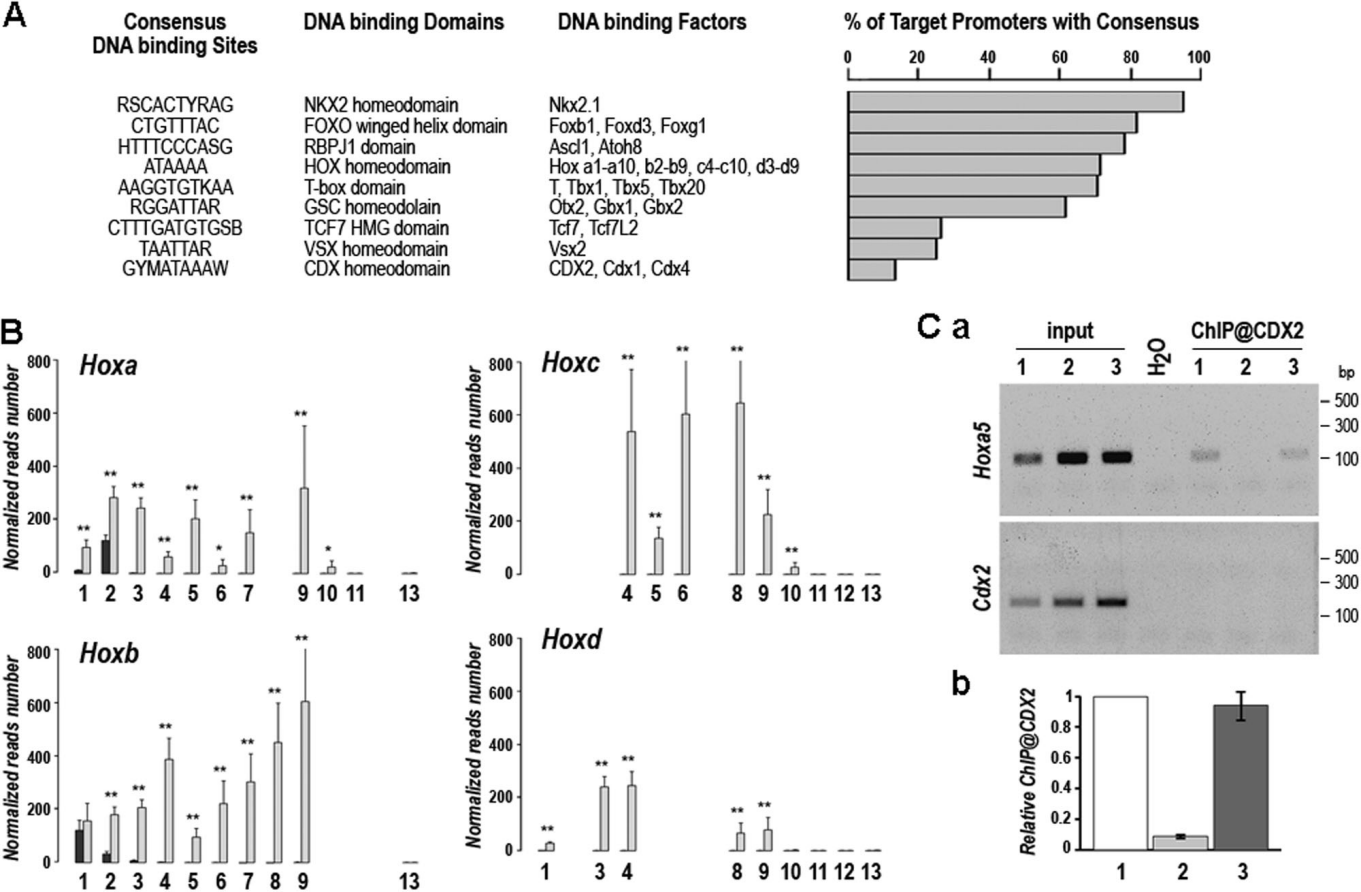
Homeobox gene changes caused by the ectopic expression of CDX2. **A** Enrichment analysis (*p* < 0.01) in DNA binding sites present in the −2000/ + 50-bp promoters of the 532 differentially-expressed genes. **B** Expression of the *Hox* clusters genes in control (black boxes) and mutant (gray boxes) E10.5 littermates. **Ca** CDX2 chromatin immunoprecipitation of *Hoxa5* promoter DNA in the trunk (lanes 1) and head (lanes 2) of an E10.5 control embryo and in the head of a mutant littermate (lanes 3). **b** Quantification by qPCR of the chromatin immunoprecipitation of *Hoxa5* promoter DNA in the trunk (lanes 1) and head (lanes 2) of an E10.5 control embryos and in the head of mutant littermates (lanes 3) (*n* = 3). The results are expressed relative to the value fixed at 1 in the trunk of the controls

### Ectopic CDX2 perturbs cell fate and cell interactions

Histology was analyzed in mutants between E9.5 and E15.5 and representative pictures of embryos at day 10.5 and 13.5 are illustrated in Fig. 4A, B. As shown at E13.5, profound tissue disorganization occurred rostrally where ectopic CDX2 was the highest in the neuroepithelium. The shape of the diencephalon and third ventricle was altered together with the atrophied structures of the telencephalon and lateral ventricles; the choroid invagination was missing and eyes were absent or poorly formed. Craniofacial structures were also missing. These alterations connected with the reduced level or absence of forebrain transcription factors, as shown by immunohistochemistry at E10.5 for Nkx2.1 and Foxg1 in the telencephalon (Fig. 4) and even more pronounced at E13.5 for Foxg1 in the lateral ventricles, Nkx2.1 in the medial ganglionic eminence, Otx2 in the medial ganglionic eminence and choroid plexus and Six3 in the diencephalon (Fig. 4D). The decrease of these proteins was in line with the RNAseq data. 

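The RNA was taken from whole heads at E10.5. Nkx2-1 (ENSMUSG00000001496, chromosome 12, 56531958 to 56536908) had 592 ± 99.8 normalized counts in controls and 188 ± 37.1 in mutants (log2 fold change -1.65, standard error 0.18, adjusted p = 0.00914, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Six3 (ENSMUSG00000038805, chromosome 17, 85613608 to 85629302) fell from 618 ± 41.6 to 269 ± 67.1 (log2 fold change -1.19, standard error 0.18, adjusted p = 0.0328, edgeR). Otx2 (ENSMUSG00000021848, chromosome 14, 48657677 to 48673819) changed little, from 3816 ± 93.7 to 3210.1 ± 582 (log2 fold change -0.25, standard error 0.12, adjusted p = 0.408, edgeR), although the 3 mutants were below the 3 controls. With the replicate block the adjusted p was 0.0459 for Nkx2-1 and 0.0772 for Six3 (edgeR), with correlations of -0.0284, 0.152 and -0.0528 in the same-numbered pairs.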

Reciprocally, RNAseq had revealed the increase of mRNAs for transcription factors normally expressed in the trunk like *Hox* genes, and/or caudally to the forebrain in the mid/hindbrain, such as *Gbx1*, *Gbx2*, *En1*, *Foxb1*, *Foxd3* and *Hes3*. 

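All 6 mid/hindbrain genes were higher in every mutant than in every control. Foxd3 (ENSMUSG00000067261, chromosome 4, 99656299 to 99658622) rose from 32.4 ± 4.54 to 137 ± 35.8 normalized counts (log2 fold change 2.07, standard error 0.24, adjusted p = 0.0110, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and Hes3 (ENSMUSG00000028946, chromosome 4, 152285972 to 152291662) from 180.0 ± 14.2 to 306 ± 28.5 (log2 fold change 0.77, standard error 0.12, adjusted p = 0.0384, edgeR). After correction for GC content their adjusted p was 0.0616 and 0.0766 (edgeR). Gbx1 (ENSMUSG00000067724, chromosome 5, 24502757 to 24527202) went from 106 ± 29.1 to 244 ± 26.3 (log2 fold change 1.20, standard error 0.21, adjusted p = 0.0562, edgeR). The log2 fold changes of Gbx2, En1 and Foxb1 were 0.89, 0.81 and 0.68, with adjusted p = 0.124, 0.138 and 0.0712 (edgeR). With the replicate block, the adjusted p was 0.0459 for Foxd3, 0.0472 for Gbx1 and 0.116 for Hes3 (edgeR), where same-numbered pairs were correlated at -0.0284, 0.152 and -0.0528. DESeq2 called all 6.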

Actually, the Hox5 protein was detected in the atrophied lateral ventricles of E13.5 mutants, namely more rostrally than the normal anterior limit of *Hox* genes (Fig. 4E), and Gbx1 also was shifted rostrally in the telencephalon of E10.5 mutants compared to its normal expression caudal to hindbrain rhombomere 2 in control embryos (Fig. 4F).

**Fig. 4:**
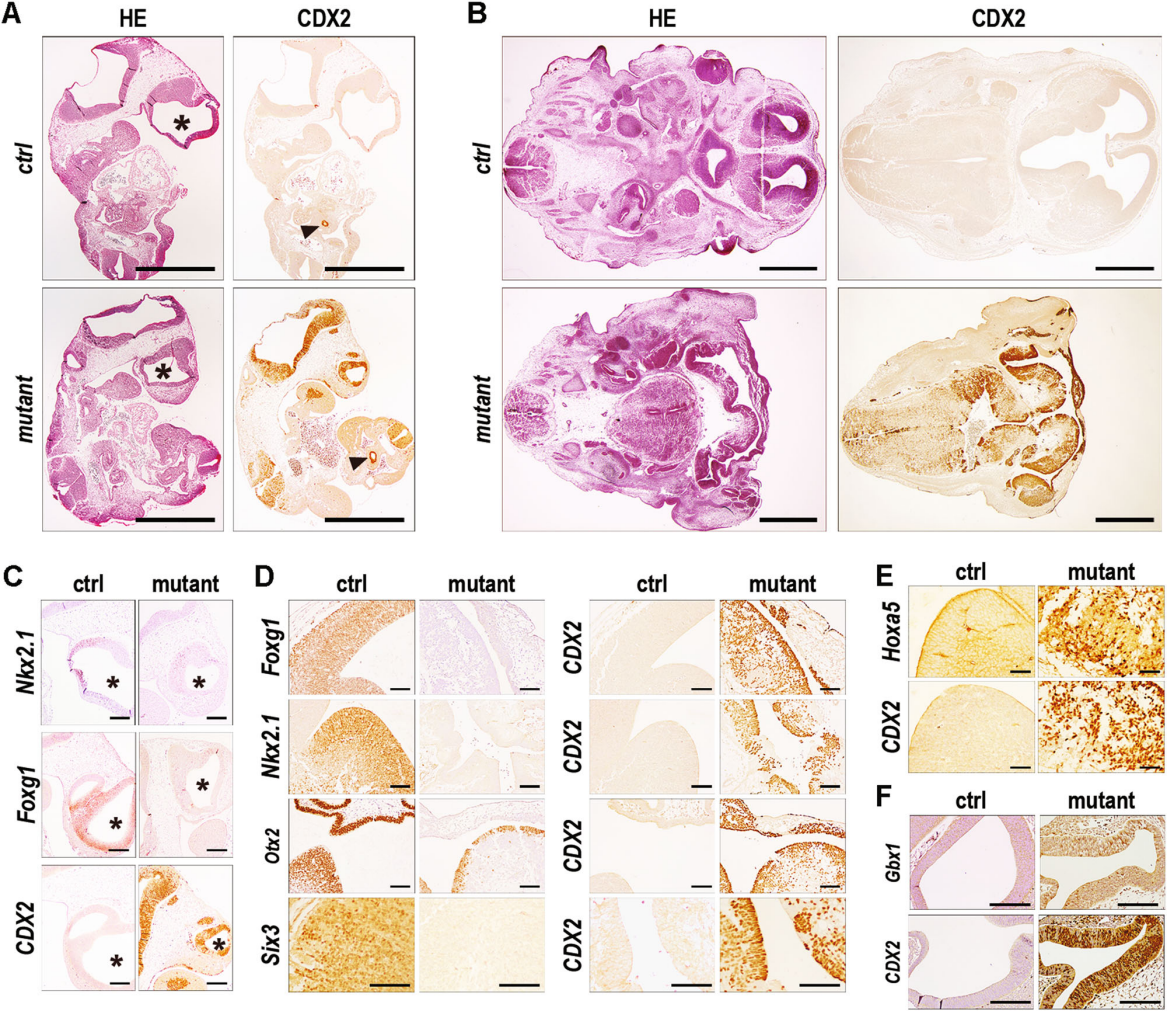
Histology and transcription factor alterations by rostral ectopic expression of CDX2. **A** Histology and CDX2 immunostaining in parasagittal sections of E10.5 control and mutant littermates. Asterisks show forebrain vesicles and arrowheads the endogenous Cdx2 protein in the gut endoderm. Bars: 1 mm. **B** Same as **A** for transversal head sections of E13.5 control and mutant littermates. Bars: 1 mm. **C** Transcription factor immunodetection in parasagittal head sections of E10.5 control and mutant littermates. Asterisks: telencephalic vesicles. Bars: 200 µm. **D** Same as **C** in transversal head sections of E13.5 control and mutant embryos. Bars: 100 µm. **E** Same as **D**. Bars: 100 µm. **F** Same as **C**. Bars: 50 µm

Cell interactions also contribute to the morphological defects caused by ectopic CDX2, as exemplified in eye remnants (Fig. 5A). In a few E12.5 mutants, rudimentary ocular structures developed when the tip of the optic stalk remained CDX2-free. The neuroepithelium differentiated into a layer of Otx2-positive retinal pigment cells but failed to invaginate into optical cuff and to form the Sox2-positive neural layer. Concomitantly, the surface ectodermal layer facing the Otx2-positive neuroepithelium, also ectopically expressing CDX2, did not invaginate into the lens while maintaining p63 in contrast to its normal loss in the presumptive lens ectoderm^26^. Thus, ectopic CDX2 not only perturbs neuroepithelium development, but it also alters neuroepithelial-ectodermal interactions needed for eye morphogenesis.

**Fig. 5:**
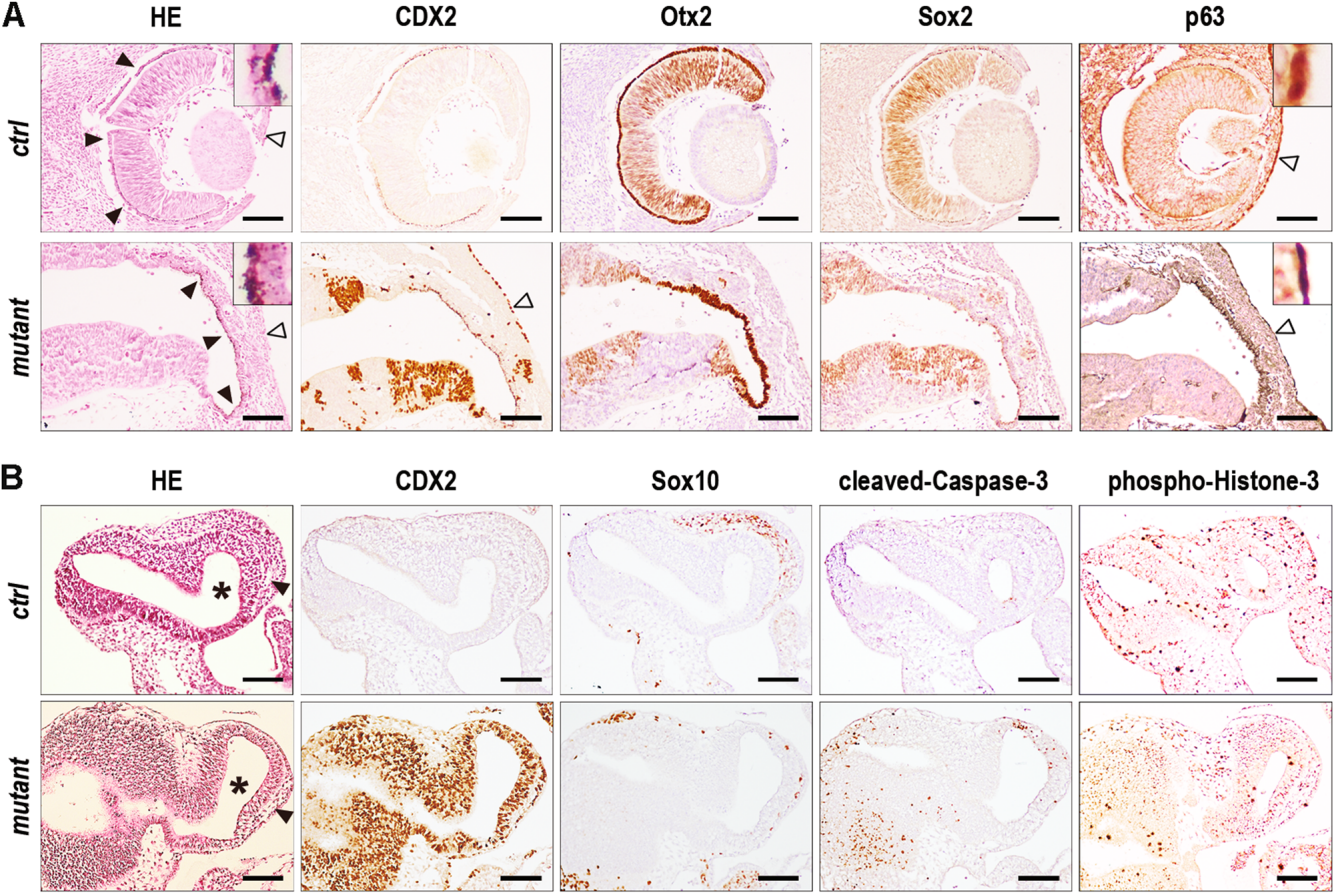
Eye and frontonasal malformations caused by rostral ectopic expression of CDX2. **A** Serial transversal sections of eyes and ocular remnants of E12.5 control and mutant littermates. Inserts are higher magnification of the retinal pigment epithelium and of the p63-positive ectodermal epithelium. Black and open arrowheads show retinal pigment cell layer and ectodermal layer, respectively. Bars: 100 µm. **B** Serial parasagittal sections of the frontonasal process (arrowheads) of E10.5 control and mutant littermates. Asterisks: telencephalic ventricles. Bars: 200 µm

Together with forebrain alterations, *RsCDX2::Sox2Cre*^*ERT2*^ mutants exhibited strong defects in the frontonasal process. The rostral shift in *Hox* expression corroborated the incompatibility of these genes with craniofacial development^27–29^. 

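Of 10 guidance genes, Erbb3, Sema3b, Sema6b, Nrp1, Nrp2 and Epha2 were raised and Erbb4, Epha3, Epha5 and Ephb1 lowered in the mutant heads. The counts of mutants and controls did not overlap except for Erbb3, at 659.6, 774 and 827 normalized counts in controls and 827, 1229 and 1326 in mutants. None passed the threshold by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with adjusted p from 0.0562 to 0.208, whereas all 10 had an unadjusted p under 0.05 and all 10 passed by DESeq2. The largest changes were those of Nrp1, from 454 ± 81.3 to 868 ± 223 normalized counts (log2 fold change 0.93, standard error 0.20, adjusted p = 0.101, edgeR), and Epha3, from 1034 ± 162 to 546 ± 135 (log2 fold change -0.92, standard error 0.19, adjusted p = 0.0905, edgeR). Ephb1 (log2 fold change -0.57, standard error 0.099, adjusted p = 0.0562, edgeR) reached an adjusted p of 0.0373 after correction for GC content. The log2 fold change of Sema6b was 0.48 without this correction and 0.18 with it.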

While the frontonasal process develops from the colonization of streams of diencephalic and anterior mesencephalic neural crest cells around E8.5-E9.5^3^, RNAseq data revealed mRNA changes for members of genes families involved in cell guidance during neural crest cell migration including Erbb3/4, Sema3b/6b, Nrp1/2 and Epha2/a3/a5/b1. Sox10 immunostaining used to label cells of neural crest origin showed a reduction of cell number in E10.5 mutants compared to controls, accompanied by cleaved-Caspase-3 staining and a low rate of phospho-Histone-3-positive cells (Fig. 5B). Thus, ectopic CDX2 compromises the migration and survival of neural crest cells intended to form the face. In addition, in absence of frontonasal process, the rostral-most wall of the forebrain was profoundly remodeled, as illustrated at E13.5 (Fig. 6A). The resulting structure was made of a compact, yet vascularized, cell mass covered by a single-layered CDX2-free but p63- and Sox9-positive epithelium. The cell mass strongly expressed CDX2, was proliferative, but devoid of all neuroepithelial factors tested here (Foxg1, Gbx1, Nkx2.1, Otx2, Six3, Sox2, Sox9) and also Sox10, suggesting no neural crest cell origin. Earlier stages at E11.5-E12.5 revealed the dynamics of the process where the Otx2-positive neuroepithelium expressing CDX2 became patchy and progressively replaced by CDX2-positive and Otx2-negative cells (Fig. 6B). This replacement was associated with the release of cellular material from the neuroepithelium into the telencephalic ventricles (Fig. 6C), without evidence of cleaved-Caspase-3 apoptosis. Thus, ectopic expression of CDX2 compromises the development of the facial neural crest-derived mesenchyme, associated with the disintegration of the neuroepithelium and its replacement by cells having lost neuroepithelial properties.

**Fig. 6:**
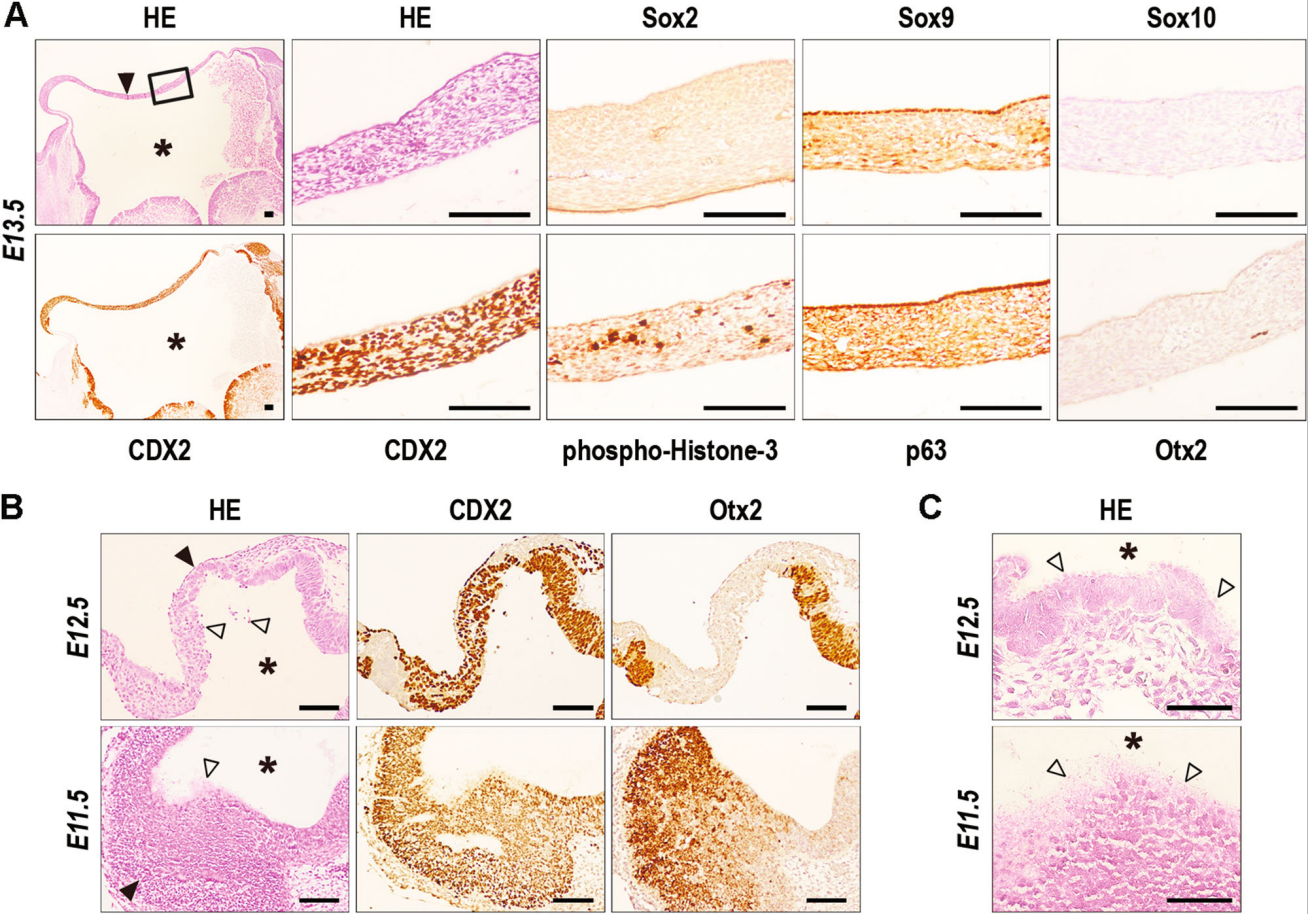
Progressive changes of the anterior-most wall of the forebrain by rostral ectopic expression of CDX2. **A** Serial transversal sections of the anterior-most wall (arrowheads) of the telencephalon (asterisks) in an E13.5 mutant embryo. Bars: 100 µm. **B** Serial transversal sections of an E12.5 mutant embryo and serial parasagittal sections of an E11.5 mutant embryo. Open arrowheads show cell delamination and cell debris from the neuroepithelium into the telencephalic ventricles. Bars: 100 µm. **C** Higher magnification of cell debris (open arrowheads) released in the telencephalic ventricles (asterisks) of E11.5 and E12.5 mutant embryos. Bars: 50 µm

## Discussion

Although the impact of the loss of *CDX* function during embryonic development has been well documented, deciphering the primary role of this gene family in trunk elongation and patterning^8,30^, the effect of the abnormal anterior gain of function has not been studied so far in vertebrates. In *D. melanogaster*, forced expression of the *caudal* orthologue in the anterior pole at the syncytial embryonic stage induces head malformations, yet without homeotic changes^31^. Here, we developed the model of ectopic expression of *CDX2* in rostral tissues of mouse embryos to investigate the consequences of disturbing the balance between the anterior and posterior ontogenetic programs. The resulting embryos present with huge brain and craniofacial dysgenesis recapitulating several aspects of human malformations including holoprosencephaly. These malformations are associated with the decrease of important genes of the anterior program together with the rostral onset of elements of the posterior program among which are the trunk *Hox* genes. Unlike the endoderm, where ectopic CDX2 induces a homeotic shift from foregut to midgut-like properties^32^, in the rostral neuroepithelium this factor leads to missing head structures associated with perturbations in cell movement, proliferation and death, in particular at the level of neural crest cells and for the formation of eyes. This likely results from the interference between the endogenous anterior program of the head and the ectopic posterior program driven by the CDX2 protein known from gut studies to be a regulator of active chromatin organization^33,34^.

This work is highly relevant as regards head dysgenesis diseases in humans because a number of cases, among which the Patau syndrome, are associated with copy number amplification of the chromosome 13 locus overlapping *CDX2*. Thus, this study highlights that, in addition to single gene mutations in the head ontogenetic program^2^, the imbalance between head and trunk programs around gastrulation could be a novel basis of head dysgenesis. The mouse phenotype resulting from the forced expression of *CDX2* anteriorly above the normal anterior-posterior gradient, recapitulates observations made in human, including not only brain malformations, eye defects and frontonasal dysmorphology but also forelimb polydactyly. Together, these data open the way to further fetopathological studies to address in humans the importance of the imbalance between the anterior and posterior ontogenetic programs in head dysgenesis diseases of still unknown origin.

## Material and methods

### Mice and treatments

All the mouse experiments were performed in the certified animal facility (number H-67-482-21) according to the protocol approved by the French Ministry of Agriculture under the permit APAFiS#833.

The *RsCDX2* mouse was generated by inserting into the *Rosa26* locus the cassette made of a Splicing Acceptor site, an excisable fragment flanked by loxP sites and the FLAG-tagged form of the human CDX2 cDNA^35^. The excisable fragment contains the transcription unit formed by the *pgk1* promoter, the neomycin-resistance coding sequence and the Growth Hormone polyadenylation site. The *RsCDX2* mouse was generated at the Mouse Clinic Institute (Illkirch, France). A schematic representation of the *RsCDX2* allele is shown in Fig. 1Aa.

*Sox2Cre*^*ERT2*^ (stock number 017593)^36^ and *RosaCAG*^*tdTomato*^ (stock number 007909)^37^ mice were from the Jackson laboratory. Tail DNA and extraembryonic membrane DNA were respectively used for genotyping adult mice and embryos by PCR with the following primers: *RsCDX2* allele: GTGGTTTGTCCAAACTCATCA/CACGTGGTAACCGCCGTAGTC; *Sox2Cre*^*ERT2*^ allele: GCGGTCTGGCAGTAAAAACTATC/GTGAAACAGCATTGCTGTCACTT; *RosaCAG*^*tdTomato*^ allele: GGCATTAAAGCAGCGTATCC/CTGTTCCTGTACGGCATGG.

Pregnant females of *RsCDX2::Sox2Cre*^*ERT2*^ or *RosaCAG*^*tdTomato*^*::Sox2Cre*^*ERT2*^ intercrosses were given a single intraperitoneal injection of 2 mg of Tamoxifen in corn oil at day 6 after vaginal plug detection (E6.5 *post coitum*).

In all the figures illustrated for this work, control (*ctrl*) and mutant (*RsCDX2::Sox2Cre*^*ERT2*^) embryos were littermates; the controls were either wild-type or *RsCDX2* or *Sox2Cre*^*ERT2*^ embryos, giving identical results. Littermates with no detectable head expression of ectopic CDX2 protein by immunohistochemistry were excluded. For each developmental stage, embryos from 3 littermates with ectopic CDX2 expression were analyzed. No randomization was used. Phenotypic analyses were performed in blind.

### Histology and immunohistochemistry

Whole-mount immunohistochemistry was performed on E9.5 embryos as described^38^. For this purpose, embryos were fixed overnight in DMSO/methanol (1:4), rehydrated in PBS, blocked in 2% dry milk, 0.5% Triton X100 and incubated overnight with rabbit anti-CDX2 antibody CDX2 (Abcam; ab76541; RRID:AB_1523334, dilution 1:5000). HRP-labeled goat anti-rabbit antibody (Vector Laboratories; PI-1000; RRID: AB_2336198, dilution 1:500) was added overnight and revealed with DAB. Embryos were cleared with Methyl Salicylate before observation.

For immunohistochemistry on tissue sections, E10.5 to E15.5 embryos were fixed with 4% PFA, embedded in paraffin and sectioned (5 µm) before staining with hematoxylin-eosin (HE) or by immunohistochemistry, as described^39^. Antibodies were: rabbit anti-cleaved-Caspase-3 (R&D System; AF835; RRID:AB_2243952, dilution 1:500), rabbit anti-CDX2 (Abcam; ab76541; RRID:AB_1523334, dilution 1:10,000), rabbit anti-Foxg1 (Abcam; ab18259; RRID:AB_732415, dilution 1:1000), rabbit anti-Gbx1 (dilution 1:5000)^40^, mouse anti-Hoxa5 (Santa Cruz; sc-515309, dilution 1:250), mouse anti-Nkx2.1 (Thermo Fischer; MA5-13961; RRID:AB_10984070, dilution 1:500), rabbit anti-Otx2 (Abcam; ab183951, dilution 1:250), rabbit anti-p63 (Abcam; ab124762; RRID:AB_10971840, dilution 1:2000), rabbit anti-phospho-Histone-3 (Millipore; 06-570; RRID:AB_310177, dilution 1:1000), guinea pig anti-Six3 (Rockland; 200-201-A26S; RRID:AB_1961548, dilution 1:1000), mouse anti-Sox2 (R&D System; MAB2018; RRID:AB_358009, dilution 1:500), rabbit anti-Sox9 (dilution 1:500)^41^, rabbit anti-Sox10 (Sigma-Aldrich; Ab383R, dilution 1:350). Secondary biotinylated antibodies were from Vector Laboratories and used at the dilution 1:200: goat anti-guinea pig (BA-7000; RRID:AB_2336132), goat anti-rabbit (BA-1000; RRID: AB_2313606), rabbit anti-goat (BA-5000; AB_2336126), goat anti-mouse (BA-9200; RRID:AB_2336171).

### RNA extraction, RTqPCR and RNAseq analyses

RNA was individually prepared using TRI Reagent (Euromedex, France) from each of 3 control and 3 mutant E10.5 littermate embryos sectioned to separate the head (sectioned under the binocular loop between the maxillary and mandibular components of the pharyngeal arch 1), the trunk and the tail. Total RNA was treated with DNAse (RQ1 RNAse-free DNAse, Promega Inc.) and its quality was assessed with a Bioanalyzer (Agilent).

For RTqPCR, reverse transcription was performed with 2 µg RNA using SuperScript II Reverse Transcriptase (Invitrogen) and Oligo(dT)12-18 primer (Invitrogen). Quantification of the endogenous *Cdx2* transcript and of the transcript of the *CDX2* transgene was performed using the TaqMan Master Mix and gene-specific TaqMan primers sets (TaqMan Gene Expression assays, Life Technologies Applied Biosystems): mouse *Cdx2*, Mm01212280_m1; human CDX2, Hs00230919_m1, and mouse Tbp, Mm00446973_m1. Analysis of the results obtained in triplicate was performed with the 7500 software v2.0.1 (Life Technologies Applied Biosystems) using the relative ΔΔCt quantification method.

For RNAseq, 1 µg of total RNA of each preparation made from the head of 3 control and 3 mutant embryos was used to prepare the sequencing libraries using the Illumina TruSeq stranded mRNA kit, following the supplier’s recommendations. The quality and the quantity of the libraries were both assessed on a High Sensitivity chip with a Bioanalyzer. The libraries were diluted to 10 pM to generate clusters in both lanes of a Rapid flowcell (Illumina). Sequencing was performed with a HiSeq1500 (Illumina) in paired-end for a read length of 50b. Cluster mapping was done with the software RTA (v1.13 Illumina). The base calling and the demultiplexing were performed with the software bcl2fastq (v2.17.1.14 Illumina).

The quality of the sequencing reads was assessed with FASTX-toolkit (v0.0.13) and no pre-processing was needed. The alignment of the reads was done with STAR v2.5^42^ against the reference genome of *Mus musculus* (GRCm38.90). To assess its expression, the human transgene hCDX2 (ENSG00000165556) was added to the reference murine genome as an additional gene and processed as the canonical ones. The aligner STAR was used with default parameters and the alignment was refined with a second pass. The read counting was done with HTSeq v0.6.1^43^ in union mode and at gene level. The normalization of gene expression as well as the consistency among biological replicates were both assessed with the R package DESeq2 1.10.1^44^. Differential expression analysis was also done with DESeq2. Prior to the Wald test, the values of log2(Fold Change) were not shrunk. The significantly differentially-expressed genes were identified based on the p-value, corrected with the False Discovery Rate (FDR) multiple testing method, and the log2(Fold Change). Genes with an absolute log2(Fold Change) ≥ 0.4 and an adjusted p-value < 0.05 were considered as differentially expressed. All the downstream analyses were done with R and with DAVID^45^; Gene Ontology enrichment was done with the one-tailed exact Fisher test and the pvalues were corrected with FDR multiple testing method.

The transcription factor binding motifs in the promoters (from 2000-bp upstream to 50-bp downstream of the transcription starting site) of the differentially expressed genes were analyzed with the software HOMER v4.10^46^. Only the known and curated motifs were used for the enrichment analysis. The enriched motifs were manually curated comparing with the most up-to-date version of JASPAR^47^ and Tomtom from the MEME software suite^48^.

### Chromatin immunoprecipitation

E10.5 embryos were harvested and sectioned under the binocular loop between the maxillary and mandibular components of the pharyngeal arch 1, and above the posterior limbs, to collect and freeze separately in liquid nitrogen the head and the trunk segments, respectively. Extraembryonic membranes were used for genotyping the embryos.

Chromatin immunoprecipitation (ChIP) assay was performed on the head and trunk segments of single control and mutant littermate embryos, using the ChIP IT High Sensitivity Kit (Active Motif), accordingly to the supplier’s recommendations. Volumes and durations of reactions were adapted to the weak amount of tissue recovered at this stage (5-20 mg tissue per sample). Briefly, embryonic tissues were fixed in 1% PFA then sonicated. Chromatin was incubated overnight with 2 µg of rabbit anti-CDX2 (Abcam; ab76541; RRID:AB_1523334). The antibody-bound protein/DNA complexes were precipitated using protein G agarose beads. After DNA purification on the DNA purification column, PCR reactions were performed on input and immunoprecipitated DNA for 38 cycles using primers flanking the Cdx2-binding site within the *HoxA5* promoter: CGCTTTAACCCCTTTCAATTAC/GCTAGGCCCAACCCTGTTAG^15^, or as negative control with primers corresponding to a genomic segment of the second intron of the *Cdx2* gene, devoid of Cdx2 binding site: TGGGGCAATCTTAATGGGTA/TGTAGCCTTGACTTGGCTTT^19^. Quantification of the ChIP was performed by Sybr Green qPCR with the above *HoxA5* primers and the FastStart Universal SYBR Green Master kit (Roche), using the ΔΔCt method relative to the Input and fixed at 1 for the value obtained in the samples of the trunk.

## Supplementary information

Table S1

Table S2

Supplementary Figure Legend

Supplementary Fig S1

Declaration of contributions to article

## Data Availability

RNAseq data are deposited in the GEO database under the accession number GSE123559.

# Supplementary material for: Severe head dysgenesis resulting from imbalance between anterior and posterior ontogenetic programs
**Source:** Cell Death Dis. 2019 Oct 24;10(11):812. doi: 10.1038/s41419-019-2040-0
**Supplement:** Supplementary file 1 — Table S1

**Table S1**

Differentially-expressed genes in the head of *CDX2*-expressing *vs* control E10.5 littermates.

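The table gives, for each gene, the log2 fold change of mutant over control and its adjusted p from the authors' DESeq2 analysis. Across its 528 tested genes, edgeR's log2 fold changes had a Pearson correlation of 0.996 with those listed, where genes are not independent replicates. The DESeq2 values computed from the counts were within 0.01 of the listed ones for 507 genes. The human CDX2 transgene was not analysed here.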

# Supplementary material for: Severe head dysgenesis resulting from imbalance between anterior and posterior ontogenetic programs
**Source:** Cell Death Dis. 2019 Oct 24;10(11):812. doi: 10.1038/s41419-019-2040-0
**Supplement:** Supplementary file 2 — Table S2

**Table S2 sheet 1**

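The analysis behind this sheet treats the 532 genes as observations and the embryos as variables, so that PC1 orders genes mainly by their expression level and PC2 by their difference between embryos. With log2 of the normalized count plus 1, PC1 held 90.4% and PC2 8.48% of the variance. The gene coordinates had a correlation across genes, in absolute value, of 0.943 with the listed PC1 and 0.884 with the listed PC2. With variance-stabilized values the correlations were 0.999 and 0.998. Of the 143 genes of category 1, 11 had a positive PC2 with log2 of the count plus 1 and 0 with variance-stabilized values. The lowest PC2 of category 3 was exceeded by 22 genes of category 2 with the former and by 0 with the latter.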

Principal component analysis of the differentially-expressed genes in the head of *CDX2*-expressing *vs* control E10.5 littermates.

**Table S2 sheet 2**

Common genes between those upregulated in the head of *CDX2*-expressing E10.5 embryos and those downregulated in *Cdx*-null E8 embryos (1^st^ column), between those upregulated in the head of *CDX2*-expressing E10.5 embryos and those upregulated in epiblast stem cells (eSC) cultured with CHIR99021 + Fgf8 (2^nd^ column), and between those upregulated in the head of *CDX2*-expressing E10.5 embryos, those downregulated in *Cdx*-null E8 embryos and those upregulated in epiblast stem cells (eSC) cultured with CHIR99021 + Fgf8 (3^rd^ column).

| ***Cdx2* head up *vs* *Cdx* KO down** | ***Cdx2* head up *vs* eSC Fgf+Ch up** | ***Cdx2* head up *vs* *Cdx* KO down *vs* eSC Fgf+Ch up** |
| --- | --- | --- |
|  |  |  |
| 2410006H16Rik | 2410006H16Rik | 2410006H16Rik |
| 2610528A11Rik | 2610528A11Rik | 2610528A11Rik |
| Arid3b | Aldh1a2 | Arid3b |
| Cdx1 | Arid3b | Dusp4 |
| Cdx4 | Axin2 | Foxb1 |
| Dusp4 | Cdkn1a | Hoxb8 |
| F11r | Cyp1b1 | Hoxb9 |
| Foxb1 | Cyp26a1 | Hoxd9 |
| Gadd45gip1 | Dkk1 | Mllt3 |
| Gfra3 | Dusp4 | T |
| Hoxa5 | Emid1 | Tmem132c |
| Hoxa9 | Foxb1 |  |
| Hoxb7 | Fscn1 |  |
| Hoxb8 | Fzd10 |  |
| Hoxb9 | Greb1l |  |
| Hoxc4 | Hoxa1 |  |
| Hoxc5 | Hoxb2 |  |
| Hoxc6 | Hoxb3 |  |
| Hoxc9 | Hoxb4 |  |
| Hoxd1 | Hoxb8 |  |
| Hoxd4 | Hoxb9 |  |
| Hoxd9 | Hoxd9 |  |
| Ifitm1 | Id1 |  |
| Isyna1 | Id3 |  |
| Map1s | Ifitm1 |  |
| Mllt3 | Ism1 |  |
| Naaa | Kbtbd11 |  |
| Prickle1 | Mllt3 |  |
| Ptk7 | Mogat2 |  |
| Smtnl2 | Nkd1 |  |
| Sp5 | Notum |  |
| Spint1 | Nrp2 |  |
| Sv2b | Pdlim4 |  |
| T | Pla2g7 |  |
| Tmem132c | Prtg |  |
| Upk1a | Rhob |  |
|  | Rpl27a |  |
|  | Rplp1 |  |
|  | Slc16a1 |  |
|  | Snai1 |  |
|  | Sp5 |  |
|  | T |  |
|  | Tmem132c |  |
|  | Wnt6 |  |
|  | Zfp36l1 |  |
|  | Zfp503 |  |
|  | Zfp703 |  |

**Table S2 sheet 3**

Differentially-expressed transcription regulator genes in the head of *CDX2*-expressing *vs* control E10.5 littermates.

# Supplementary material for: Severe head dysgenesis resulting from imbalance between anterior and posterior ontogenetic programs
**Source:** Cell Death Dis. 2019 Oct 24;10(11):812. doi: 10.1038/s41419-019-2040-0
**Supplement:** Supplementary file 3 — Supplementary Figure Legend

**Figure S1**

Morphology of one control and all mutant embryos of one littermate at E12.5 (**A**) and one littermate at E15.5 (**B**). Bars: 1 mm. In this figure, the pictures of the control and of one mutant embryo shown at each developmental stage are reproduced from the Figure 1C.

# Supplementary material for: Severe head dysgenesis resulting from imbalance between anterior and posterior ontogenetic programs
**Source:** Cell Death Dis. 2019 Oct 24;10(11):812. doi: 10.1038/s41419-019-2040-0

**ADMC**

Journal Name:

\_\_\_\_\_

Cell Death & Differentiation

Proposed Title of the Contribution:

|  |
|--|
|  |
|--|

Author(s):

|  |
|--|
|  |
|--|

(the ‘Authors’)

Please complete the table below to indicate the contributions of all named authors to the manuscript.

[illegible]

Please complete the table below to indicate the contributions of all named authors to the figures.

Figure 1:

|  |
|--|
|  |
|--|

Figure 2:

|  |
|--|
|  |
|--|

Figure 3:

|  |
|--|
|  |
|--|

Figure 4:

|  |
|--|
|  |
|--|

Figure 5:

|  |
|--|
|  |
|--|

Figure 6:

|  |
|--|
|  |
|--|

Signed for and on behalf of the Author(s):

|  |
|--|
|  |
|--|

Print Name:

|  |
|--|
|  |
|--|

Date:

|  |
|--|
|  |
|--|

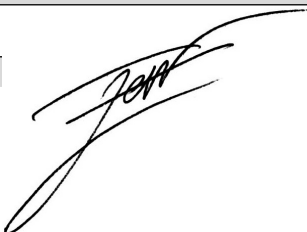

**Supplement:** Supplementary file 5 — Declaration of contributions to article

How the deposited data were processed for this re-analysis (not part of the article)

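RNA sequencing compared the heads of 3 control and 3 RsCDX2::Sox2CreERT2 embryos at E10.5. The authors aligned the reads with STAR to the mouse genome with the human CDX2 gene added, and deposited, for each embryo, HTSeq counts of the reads on each Ensembl gene, which had not been normalized or filtered. The lines with the summary counters of HTSeq were left out of the tests and used only for the shares of reads without a gene and of ambiguous reads. The strand setting of HTSeq is not stated in the methods. Samples were grouped by their labels alone, and no sample was left out of the main comparison. The numbers 1 to 3 in the labels were used as a replicate block in an alternative only, since the methods call control and mutant embryos littermates but do not say which embryos share a litter.

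The count files hold 52636 gene identifiers, of which 52489 have a gene in GENCODE vM21, the source of symbols, coordinates, lengths and GC content (of the longest transcript). The median number of reads counted on genes was 29365382 in controls and 27229353 in mutants. At this depth a gene with 3 reads has at most 3.94 normalized counts, and smaller values were not read as expression. TMM factors lay between 0.983 and 1.01. Spearman correlations between embryos across the tested genes were between 0.981 and 0.995.

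The main comparison used edgeR 4.0.16 in R 4.3.3, with genes kept by filterByExpr (minimum count 10, minimum total 15), TMM normalization, and the quasi-likelihood F test of mutants against controls without covariates. A gene passed with a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 0.4, the thresholds of the paper. The prior count was the default of edgeR. Standard errors given with edgeR's log2 fold changes are the absolute fold change divided by the square root of the F statistic. The common dispersion was 0.0182, a biological coefficient of variation of 0.135, and the prior degrees of freedom were 3.95. The tool of the paper, DESeq2, was run as an alternative in version 1.42.0, with unshrunken fold changes and the Wald test. The principal components took the genes of Table S1 as observations, on log2 of the normalized count plus 1.

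The genes named in the text were chosen by a rule set before the data were examined. They are every gene that the paper names as changed or measured by RNAseq or immunostaining, the Cdx genes, the 39 Hox cluster genes, the 11 genes common to the lists of Table S2, 5 sex-linked genes, and the 5 largest rises and 5 largest falls past the threshold among the other genes, which the text of the paper does not name. For the last of these, every mutant had to lie on the same side of every control and the mean over the embryos had to be at least 1 CPM. Gt(ROSA)26Sor, Thumpd3, Setd5 and the marker genes of the intestine, trunk and neural crest were added after the data had been seen. Some genes that meet the rule are not reported here by name.

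The alternatives set before the data were examined were DESeq2 with and without its filters, limma voom (limma 3.58.1), RLE and upper quartile normalization, no filter on low counts or a minimum mean of 1 CPM, no fold-change threshold or a threshold of 1, an adjusted p under 0.01, a prior count of 2, corrections for GC content and length, the replicate block alone and with the GC correction, and each embryo left out in turn. The corrections subtract, per library, a lowess curve (span 0.3) of the deviation from the gene's mean on the covariate. Because this curve is fitted to all genes, it also removes any real change that follows GC content. Chosen after seeing the data were edgeR with robust estimation, edgeR's likelihood ratio test, a covariate for an Xist count above 1000, and DESeq2 with a GC correction. The numerical work outside R used Python with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

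The tests were tried on simulated data with the depths and dispersions of these libraries and 200 changed genes. Each size of change was simulated in a single data set, without a bias of GC content between libraries. A call there needed an adjusted p under 0.05 but not the fold-change threshold, so the shares are not those of the full rule. With a true log2 change of 0.4, edgeR's quasi-likelihood test recovered 1.5% of them with 4 false calls, and DESeq2 23.5% with 30. With a change of 1 the shares were 61% and 69.5%, with 8 and 35 false calls, and with a change of 2 they were 90.5% and 87%, with 16 and 38 false calls.

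Protein staining, RTqPCR, chromatin immunoprecipitation, gene ontology terms and the human transgene were not analysed here. The planned scan of promoters for the consensus sequences of Fig. 3A was not run, because it needs a genome sequence that was not used here.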

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

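The tests of the mouse Cdx2 transcript were chosen only after its counts had been seen.

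Cdx2 of the mouse does not appear in Table S1, and its transcript stood above the controls in all 3 mutants, with a log2 fold change of 4.58 (standard error 0.79, adjusted p = 0.0552 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, just above the threshold). By DESeq2 the adjusted p was 0.0574. A candidate explanation is the intestinal RNA described under the other observations, since adult intestine expresses Cdx2. Against this, the Cdx2 count per intestinal marker count was at least 4.81 times that of control 2 in every mutant, so this source alone does not account for the rise, although control 2 was also the only control with Cdx2 reads (7). Reads of the human CDX2 transgene might have been counted on the mouse gene. The authors had added the human gene to the alignment reference as a gene of its own. Whether all its reads were kept apart cannot be seen from counts without the positions of the reads, and the mean of 57.5 normalized counts in the mutants cannot be told apart from this explanation. RTqPCR of the endogenous gene (Fig. 1D) was not analysed here. A biological explanation would be activation of the endogenous gene by CDX2, which remains a hypothesis.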

How the results depend on the processing

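The tests of GC content and of other splits of the embryos were chosen only after the counts of genes had been seen. The number of genes past the threshold, 118 (94 raised and 24 lowered), stayed within 1.5 times its value in both directions of change with RLE or upper quartile normalization, limma voom, a minimum mean of 1 CPM, a prior count of 2, no fold-change threshold, a threshold of 1, and corrections for GC content or length. DESeq2 gave 518 genes (380 raised, 138 lowered, 513 of them in Table S1), and without its filters 443 (326, 117, 440). Without a low-count filter in edgeR there were 661 (476, 185, 486), and at an adjusted p under 0.01 there were 38 (32, 6, 38), with 14 Hox genes. Of the alternatives chosen after seeing the data, the likelihood ratio test gave 527 (379, 148, 418) and DESeq2 with a GC correction 405 (257, 148, 360). Calls in simulated data needed an adjusted p under 0.05 and no fold-change threshold. With a true log2 change of 0.4, edgeR's quasi-likelihood test recovered 1.5% of the changed genes, DESeq2 23.5% and the likelihood ratio test 20%. They made 4, 30 and 28 false calls. With a change of 2 the shares were 90.5%, 87% and 97%. A gap between these tests at small changes was thus present in simulated data too, though without the fold-change threshold used for the reported counts. The cause of the other differences was not tested. All 118 genes as reported are in Table S1.

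With the embryo numbers as a replicate block, 80 genes passed against 118 without it, and 8 against 24 among the lowered genes, with deviations from the group means correlated across genes at -0.0284, 0.152 and -0.0528 in the same-numbered pairs and at -0.164 to 0.177 in the others. Together with the GC correction the block gave 84.

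Across the 6 fits that each left out an embryo, the count ranged from 57 to 332 genes, with 50 to 300 raised and 7 to 117 lowered, 56 to 183 in Table S1, and 18 to 24 Hox genes. The correlation of gene coordinates with the paper's PC2 was 0.884 as reported, 0.861 with a pseudocount of 0.5, 0.998 with variance-stabilized values, and 0.855 to 0.896 with an embryo left out. The cause was not tested.

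No other of the 10 splits of the 6 embryos into 3 and 3 gave as many genes as the real one. The real split parts all 3 same-numbered pairs, as do 3 others, and 1 of these 4 splits, the real one, reached its total, its raised genes, its lowered genes and its Hox genes. The remaining 6 splits part 1 pair. Other splits gave at most 11 genes, and between 100 and 567 with an unadjusted p under 0.05 and the fold-change threshold, against 1429. The test can give no count of splits under 1 of 4, so it cannot tell these counts apart from a fortuitous grouping. For the Hox genes other values bear on this. The 17 central genes of category 3 received 13, 21 and 19 reads in all in controls 1 to 3 and 4046, 4946 and 6958 in mutants 1 to 3. Of the 39 Hox genes, 30 were higher in every mutant than in every control and 0 were lower. Of these 30, 2 lie at positions 11 to 13 and had at most 4 reads in any embryo. The genes are not independent replicates. Within these limits, the values, above all the reads of the central genes, argue against a fortuitous grouping for the Hox genes.

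Libraries differed in how their counts followed GC content. Across genes, the log2 fold change had a Spearman correlation of 0.350 with GC content and -0.0783 with exonic length. The deviation of a library from the mean correlated with GC content at -0.333, -0.137 and -0.0216 in controls 1 to 3 and 0.343, 0.241 and 0.0602 in mutants 1 to 3. The GC correction lowered the raised genes called by DESeq2 by 32.4%, just under the limit set for the test (1 gene in 3), from 380 to 257. The lowered genes went from 138 to 148, so that more raised than lowered genes were left. The test followed the raised genes alone, and the excess of raised over lowered genes fell by a larger share than 32.4%. Bias of GC content could account for part of the excess of raised genes and not for all of it. With the correction, 22 Hox genes passed the threshold by edgeR, against 23 without it. By DESeq2 the number was 28 with and without it. Batches of library preparation are not given in the methods and were not tested.

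Of 97 named genes, DESeq2 brought 38 past the threshold and took none below it, DESeq2 without filtering brought 32 past it and the edgeR test without a low-count filter 34. With the GC correction 5 fell below the threshold and 3 rose past it, with the replicate block 6 and 4, and with limma voom 4 and 9. RLE normalization and a prior count of 2 changed none of these 97 calls. A minimum mean of 1 CPM left 91 of them to test.

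Directions reversed for 5 named genes, none of which passed the threshold as reported. Sox2 moved from -0.084 to 0.017 with the Xist covariate, 0.053 without control 2 and 0.0083 without mutant 3 (from -0.19 to 0.053 across the 6 fits that left out an embryo), Hoxb1 from 0.36 to -0.072 without mutant 3 (from -0.072 to 0.77), and Xist from 0.80 to -0.11 with its own covariate. Thumpd3 moved from -0.027 to 0.047 with the GC correction in DESeq2, 0.047 in edgeR and 0.049 with the block, and 0.034 without control 1 (from -0.094 to 0.034 with an embryo left out). Setd5, at -0.0017, became 0.014 and 0.014 with the GC correction in DESeq2 and edgeR, 0.022 with the block added, 0.0070 with the block alone, 0.032 with the Xist covariate, 0.075 with the length correction, 0.0070 with limma voom, 0.11 without control 2 and 0.045 without mutant 1 (from -0.10 to 0.11 with an embryo left out). The cause was not tested.

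Depth limits what the low counts at Hox positions 11 to 13 can show, where 3 reads would be at most 3.94 normalized counts. The planned promoter scan was not run.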

Differences from the paper's values

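No test in this part was chosen after the result was seen, except for the likelihood ratio test, robust estimation and DESeq2 with a GC correction, where they are named. The number of genes past the threshold was 118 against the paper's 532. It was 518 with DESeq2, 443 with DESeq2 without filtering and 661 without a low-count filter, the alternatives set before the data were examined that came within 1.5 times the paper's number, and none of the other 18 did. DESeq2 is the tool named in the paper's methods. The likelihood ratio test of edgeR and DESeq2 with a GC correction, both chosen after seeing the values, gave 527 and 405. For raised genes the count was 94 against the paper's 389, and 380 with DESeq2, 326 with DESeq2 without filtering and 476 without a low-count filter. With the likelihood ratio test chosen after seeing the values it was 379. Without control 2 it was 300, also within 1.5 times the paper's number, but this was a match in number only. Of the 332 genes called without control 2, raised or lowered, 161 are in Table S1. Of the 214 raised genes called only without control 2, 168 were at least 4 times higher in control 2 than in the other controls. Intestinal transcripts were among these added genes, as described under the other observations. For lowered genes the count was 24 against the paper's 143, and 138 with DESeq2, 117 with DESeq2 without filtering and 185 without a low-count filter. Without mutant 1 it was 117, and with the likelihood ratio test and with DESeq2 after GC correction, both chosen after seeing the values, it was 148 and 148. No other alternative set before the data were examined brought the number of raised or lowered genes within 1.5 times the paper's.

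For transcription regulator genes of the paper past the threshold, the number was 40 against the paper's 105, and 104 with DESeq2, 91 with DESeq2 without filtering and 97 without a low-count filter. For category 2 genes past the threshold it was 70 against the paper's 364, and 351 with DESeq2, 299 with DESeq2 without filtering and 329 without a low-count filter. For genes common to the 3 lists past the threshold it was 4 against the paper's 11, and 11 with DESeq2, 11 with DESeq2 without filtering and 10 without a low-count filter. For each of these 3 counts, no further alternative set before the data were examined closed the gap. The likelihood ratio test, chosen after seeing the values, gave 89, 285 and 11, and DESeq2 with a GC correction, also chosen after seeing the values, 78, 223 and 10.

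Log2 fold changes of genes without reads in the 3 controls were smaller than in Table S1, namely 8.97 against the paper's 10.77 for Hoxa4, 10.69 against the paper's 12.48 for Hoxa5, 10.27 against the paper's 12.07 for Hoxa7, 9.59 against the paper's 11.39 for Hoxb5, 10.80 against the paper's 12.59 for Hoxb6, 10.09 against the paper's 11.88 for Hoxc5, 10.82 against the paper's 12.61 for Hoxc9, 7.73 against the paper's 9.56 for Hoxc10, 9.29 against the paper's 11.09 for Hoxd9 and 12.06 against the paper's 13.85 for Hoxb5os. None of the alternatives set before the data were examined closed these gaps. With no read in any control, these fold changes and those of Cdx4 and Hoxa6 below depend on the prior count. The gaps to the paper's values thus do not measure a difference in expression. For Cdx4 the log2 fold change was 10.41 against the paper's 12.21, and it stayed between 9.47 and 10.87 with an embryo left out. The gap was within the standard error only without control 1, 2 or 3 or without mutant 2, and under no other alternative set before the data were examined. With edgeR's robust estimation, chosen after seeing the values, the log2 fold change of Cdx4 stayed at 10.41 and its standard error grew beyond the gap. For Hoxa6 it was 7.90 against the paper's 9.73, and between 6.90 and 8.31 with an embryo left out. The gap was within the standard error only without control 1, 2 or 3 or without mutant 1 or 2, and under no other alternative set before the data were examined. For both genes the standard error scales with the fold change and so depends on the prior count as well. Whether a gap falls within it therefore decides nothing.

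The paper groups Otx2 with factors whose RNA decreased, and here its log2 fold change was -0.25 with an adjusted p of 0.408 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It is not among the genes of Table S1. The paper describes the central Hox genes as silent in control heads, and here Hoxb3 had 3, 5 and 12 reads in controls 1 to 3. The paper's text counts fewer changed Hox genes than its Table S1, which lists 28 of the 39.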

Other observations

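The tests of induction by CDX2 and of the Rosa26 locus were chosen only after their results had been seen, whereas the tests of intestinal, trunk and neural crest markers used lists written before the values of those markers were looked at, although the patterns that prompted them had been seen.

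Transcripts of the adult intestine were present in control 2 and in the 3 mutants. The summed normalized counts of 41 intestinal markers were 1120.5, 10728 and 988 in controls 1 to 3 and 10243, 16252 and 12057 in mutants 1 to 3. Of these markers, 14 had been found among the genes that separated the libraries, and the others had not been looked at. Among the others, all 26 that could be compared were higher in control 2 than in the mean of controls 1 and 3, with a median log2 ratio of 3.64, while the middle 95% of random lists of genes with matched expression lay between -0.12 and 0.15. Fabp6, which was not compared, had 3.32 normalized counts in control 3 and 0 in every other embryo. Induction of intestinal genes by CDX2 would leave control 2 low, since it is labelled wild-type and carries no RsCDX2 allele. The mean of the mutants was 1.20 times control 2, which itself had 10.2 times the mean of controls 1 and 3. A candidate explanation is intestinal RNA, or reads from intestinal libraries, in these 4 libraries. Neither of these can be told apart from the other, and a mislabelled control 2 was not tested, but its central Hox genes were at the level of the other controls (12.2, 19.3 and 21.0 summed normalized counts in controls 1 to 3).

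Without control 2, 332 genes passed the threshold. Of 25 tested intestinal markers not looked at before, 24 were among the 214 raised genes called only without this embryo (Fisher's exact test across genes, one-sided, p = 8.6e-46), and 168 of these 214 genes were at least 4 times higher in control 2 than in controls 1 and 3. This test could hardly have come out otherwise, since the markers are low in controls 1 and 3 and high in the mutants, so it shows only that the intestinal transcripts are among the genes added without control 2. A share of 3.6% of the raised genes of Table S1 (14 of 389) were at least 4 times higher in control 2, among them Abcc2, Slc15a1, Dpp4, Gucy2c and Slc9a3, but this share does not bound the part played by intestinal RNA, since control 2 was among the controls when the list was called and most of its raised genes changed by less than 1 on the log2 scale (234 of 385 tested). On the first principal component of the embryos without the genes of Table S1, control 2 lay at 10.4, controls 1 and 3 at -45.1 and -44.6, and the mutants at 15.5, 34.1 and 29.5.

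More trunk tissue in the mutant samples could raise Hox genes without any effect of CDX2. The median log2 ratio of mutants to controls over 16 markers of heart, liver and somites was 0.048, within the middle 95% of matched random lists (-0.27 to 0.27), but the parts differed, with -0.27 for somite, 0.20 for heart, 0.53 for liver and 0.30 for presomitic markers, each within the middle 95% of its own random lists. Nppa, Myl2, Myod1, Myog and the liver markers Alb, Afp and Ahsg had at most 7.13 normalized counts in any embryo, too few to be tested with edgeR. The liver part therefore cannot decide, and the median rests in part on such counts. Within this limit the markers show no measurable excess of trunk tissue in the mutants, and a small one is not excluded. Hindbrain and spinal cord carry no marker in these lists, so that a larger share of caudal neural tissue was not tested.

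Sox10 RNA rose from 490.3 ± 87.5 normalized counts in controls to 1147 ± 177 in mutants, every mutant above every control (log2 fold change 1.23, standard error 0.16, adjusted p = 0.0166, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), while the paper reports fewer Sox10-stained cells in the frontonasal process at the same stage. After correction for GC content the adjusted p was 0.0575 (edgeR). Over 9 other neural crest markers the median log2 ratio was 0.21, above the middle 95% of matched random lists (-0.12 to 0.14), so that a small general rise of neural crest transcripts may contribute. The RNA comes from whole heads and the staining from sections, and the 2 were not compared in the same embryos. Of the other stained factors, Sox2 changed by -0.084, Sox9 by -0.27 and Trp63 by 0.17 on the log2 scale, with adjusted p = 0.830, 0.328 and 0.709 (edgeR). The sign of the Sox2 change reversed in 3 alternatives.

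Gt(ROSA)26Sor, the transcript of the locus that carries the transgene, had 58.1%, 45.5% and 4.54% of the control mean in mutants 1 to 3 (adjusted p = 0.365, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, log2 fold change -1.45, lower in 3 of 3 mutants). The neighbouring gene Thumpd3 had a log2 fold change of -0.027, and the mutants stayed within the range of the controls for it and for Setd5, which speaks against a loss over the whole region. The number of RsCDX2 alleles in each embryo could set these levels. The labels do not give it, so that the pattern cannot be told apart from this explanation.

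Xist had 39030, 38 and 99 reads in controls 1 to 3 and 77, 37881 and 24709 in mutants 1 to 3, and Ddx3y 12, 1965 and 1569 and 1563, 7 and 6. Both groups thus hold embryos with high Xist and embryos with high Ddx3y. With the Xist count as a covariate, 114 genes passed the threshold.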
